# AAV-Mediated CAG-Targeting Selectively Reduces Polyglutamine-Expanded Protein and Attenuates Disease Phenotypes in a Spinocerebellar Ataxia Mouse Model

**DOI:** 10.3390/ijms25084354

**Published:** 2024-04-15

**Authors:** Anna Niewiadomska-Cimicka, Lorraine Fievet, Magdalena Surdyka, Ewelina Jesion, Céline Keime, Elisabeth Singer, Aurélie Eisenmann, Zaneta Kalinowska-Poska, Hoa Huu Phuc Nguyen, Agnieszka Fiszer, Maciej Figiel, Yvon Trottier

**Keywords:** CAG-targeting therapy, allele selectivity, short hairpin RNA, adeno-associated virus, CAG repeat expansion, *Spinocerebellar ataxia*

## Abstract

Polyglutamine (polyQ)-encoding CAG repeat expansions represent a common disease-causing mutation responsible for several dominant spinocerebellar ataxias (SCAs). PolyQ-expanded SCA proteins are toxic for cerebellar neurons, with Purkinje cells (PCs) being the most vulnerable. RNA interference (RNAi) reagents targeting transcripts with expanded CAG reduce the level of various mutant SCA proteins in an allele-selective manner in vitro and represent promising universal tools for treating multiple CAG/polyQ SCAs. However, it remains unclear whether the therapeutic targeting of CAG expansion can be achieved in vivo and if it can ameliorate cerebellar functions. Here, using a mouse model of SCA7 expressing a mutant Atxn7 allele with 140 CAGs, we examined the efficacy of short hairpin RNAs (shRNAs) targeting CAG repeats expressed from PHP.eB adeno-associated virus vectors (AAVs), which were introduced into the brain via intravascular injection. We demonstrated that shRNAs carrying various mismatches with the CAG target sequence reduced the level of polyQ-expanded ATXN7 in the cerebellum, albeit with varying degrees of allele selectivity and safety profile. An shRNA named A4 potently reduced the level of polyQ-expanded ATXN7, with no effect on normal ATXN7 levels and no adverse side effects. Furthermore, A4 shRNA treatment improved a range of motor and behavioral parameters 23 weeks after AAV injection and attenuated the disease burden of PCs by preventing the downregulation of several PC-type-specific genes. Our results show the feasibility of the selective targeting of CAG expansion in the cerebellum using a blood–brain barrier-permeable vector to attenuate the disease phenotype in an SCA mouse model. Our study represents a significant advancement in developing CAG-targeting strategies as a potential therapy for SCA7 and possibly other CAG/polyQ SCAs.

## 1. Introduction

Polyglutamine (PolyQ) spinocerebellar ataxias (SCA), including SCA1, SCA2, SCA3, SCA6, SCA7, and SCA17, are diseases caused by the expansion of CAG trinucleotide repeats located in the coding region of specific genes, which results in an abnormally elongated polyQ tract in the corresponding proteins [1]. PolyQ diseases also include Huntington’s disease (HD) and dentatorubral-pallidoluysian atrophy (DRPLA), which are all dominantly inherited. The presence of 33–39 or more CAGs in the tract in only one of the gene alleles is regarded as pathological. The longer the expanded CAG repeats, the earlier and more severe the disease symptoms are. Moreover, the CAG repeat tract is unstable and has the propensity to further expand in somatic tissues, accelerating the disease progression [2]. The motor symptoms in SCA arise primarily from progressive degeneration of the cerebellum, brainstem, and associated structures [3]. In the cerebellum, Purkinje cells (PCs) are the neuronal population most frequently affected [4]. There is still no effective therapy to prevent or significantly delay the neurodegenerative process of CAG/polyQ SCAs.

WT SCA proteins are widely expressed and essential for various cellular functions [5]. The polyQ expansion causes a conformational change and misfolding of proteins, which become toxic, triggering a complex cascade of cellular dysfunctions leading to neurodegeneration [4,5]. Therefore, the direct therapeutic strategy is based on lowering the disease-causing RNA and/or the protein level to prevent the pathogenic pathway at early stages. To this end, over several years, various therapeutic approaches have been developed, making use of DNA-based antisense oligonucleotides (AON), RNA interference (RNAi) molecules, or DNA editing techniques [5,6,7].

Lowering gene expression can either be allele-selective only towards the mutant gene or non-selective [6]. However, the non-selective strategy, in which both mutant and WT alleles are targeted, may represent a risk factor for patients, especially when considering that such a treatment might last for decades. Allele-selective lowering strategies based on single nucleotide polymorphism (SNP) variants linked to CAG-expanded alleles can discriminate mutant over WT transcripts. However, this approach has its limitations, as suitable SNPs are rare in the population, and the development of several molecules would be necessary to benefit a substantial number of patients. An alternative is to target expanded CAG tracts directly and selectively with a single reagent, which could be suitable for all CAG/polyQ diseases [8,9]. For this purpose, synthetic CUG-based RNAi molecules were designed that contain nucleotides introducing single or multiple base mismatches with the target CAG-expanded sequence. The “mismatch” concept is used to weaken or prevent AGO2 cleavage after the binding of such a reagent with the CAG tract in the transcript. This results in the activation of a microRNA-like mechanism that is preferential for mutant alleles in which multiple oligonucleotides can bind, ensuring cooperative and efficient silencing [10,11].

Previous work showed that self-duplexing, guide-strand-only small interfering RNAs (sd-siRNA) carrying various mismatches with the target CAG-expanded sequence were highly efficient in selectively lowering the level of polyQ-expanded Huntingtin (HTT) in fibroblasts of HD patients [8]. In particular, one of these sd-siRNAs, a 7 GCU-repeats containing a single U> A substitution at position 9, named A2, also lowered the level of mutant ATXN3, ATXN7, and ATN1 involved in SCA3, SCA7, and DRPLA, respectively, and represents a potential universal reagent for CAG/polyQ disorders [10,12,13]. Furthermore, putting the sequence of A2 into the 3′ arm of the shRNA stem (named A2R) also led to allele-selective lowering of these mutant proteins in patient fibroblasts [8,14]. This result demonstrates the feasibility of converting active sd-siRNA reagents into vector-expressed shRNAs to achieve a long-term lowering effect. To date, only a few studies have provided evidence of the efficacy of a CAG repeat-targeting strategy in preclinical animal models [9,15,16,17].

The aim of the current study was to develop and validate a therapeutic approach applicable to CAG/polyQ SCAs using a CAG repeat-targeting strategy to lower the expression of expanded-polyQ proteins in vulnerable cerebellar neurons. To this end, we tested various CAG repeat-targeting shRNAs, including A2R, expressed using the PHP.eB adeno-associated virus serotype (AAV PHP.eB), which can widely transduce brain cells after intravenous systemic administration [18]. AAV vectors expressing shRNAs were administrated to the SCA7^140Q/5Q^ knock-in mouse model, which expressed the WT mouse allele with 5 CAGs and a mutant Atxn7 allele with an expansion of 140 CAGs. These allele sizes fall within the range of normal ATXN7 alleles in the human population, which mostly vary between 4 and 18 CAGs [19], and mutant alleles causing the early onset of SCA7, which are typically >70 and up to 460 CAGs [20,21,22]. SCA7^140Q/5Q^ mice recapitulate several phenotypes observed in early onset patients, including the progressive impairment of motor performance, which coincides with morphological and electrophysiological alterations of PCs and the downregulation of PC-type-specific genes [23]. Using the AAV-based approach, we show that the different CAG-repeat targeting shRNAs have different efficacy in lowering the ATXN7 level in the cerebellum and various safety profiles. We reported that shRNA A4 leads to the selective lowering of mutant ATXN7 (mATXN7) in the SCA7 mouse cerebellum, without affecting the level of normal ATXN7 (nATXN7), and improves motor, behavioral, and molecular phenotypes 23 weeks after systemic injection. Thus, our results support the therapeutic potential of the CAG repeat-targeting strategy for the treatment of CAG/polyQ SCA diseases.

## 2. Results

### 2.1. A2R shRNA Expressed from AAV PHP.eB Lowers ATXN7 in SCA7 Mouse Primary Cells

Since A2R shRNA (shA2R) has already been shown to efficiently lower the level of mATXN7 in SCA7 patient fibroblasts [13,14], we first aimed to assess the lowering effect of A2R shRNA expressed from the AAV PHP.eB vector intravascularly injected in asymptomatic SCA7^140Q/5Q^ mice (Figure 1A). As a first step towards in vivo evaluation, we first applied an ex vivo approach to test the efficacy of shA2R in the mouse context. We transduced SCA7^140Q/5Q^ mouse primary cells with an AAV PHP.eB vector either expressing shA2R or an shRNA with scrambled A2R sequences (shSCR) (Figure 1B,C). The synthetic sd-siRNAs A2 and A2M (a potent chemically modified A2 [12]) were also transfected into these cells for analysis. Protein extracts of transduced or transfected cells were analyzed by western blot using specific anti-ATXN7 antibody. Protein extracts from untreated WT and SCA7^140Q/140Q^ homozygous mice were used as controls to accurately distinguish the nATXN7 from mATXN7 migration on blots. When compared to shSCR, we observed that shA2R selectively decreased the level of mATXN7 in a dose-dependent manner in mouse primary cells (Figure S1A,B). Similarly, compared to the control siRNA, A2 and A2M lowered the level of mATXN7 (Figure S1C,D). The results confirmed that shRNA A2R and synthetic A2 reagents have a lowering effect on the mouse mATXN7 protein but not on mouse nATXN7.

### 2.2. Dose-Dependent Transduction of the Cerebellum and Safety Profile of AAV PHP.eB Injected Systemically

The AAV PHP.eB capsid can cross the blood–brain barrier and transduce brain cells following systemic injection in mouse strains expressing the Ly6a capsid receptor, such as the C57BL/6J background of SCA7^140Q/5Q^ mice. To characterize the transduction efficiency of AAV PHP.eB expression vectors in the cerebellum, we performed retro-orbital vascular injections at different doses (1.5 × 10^12^, 0.5 × 10^13^, and 1.5 × 10^13^ virus genomes per kg (vg/kg)) into 4.5–5.5 weeks old mice. Figure 2A shows a dose-dependent increase of vg copies per cell (vgc/cell) in the cerebellum, as well as the striatum, hippocampus, and liver. As reported previously [24], the striatum and hippocampus showed higher transduction efficiency than the cerebellum and liver. At the lowest dose (1.5 × 10^12^ vg/kg), viral transduction was barely detected in the cerebellum, while at the highest dose (1.5 × 10^13^ vg/kg), the transduction efficiency ranged from 0.5 vgc/cell in the cerebellum to 2 vgc/cell in the striatum.

As our AAV PHP.eB vectors expressed an eGFP reporter cassette (Figure 1C), we confirmed the broad distribution of eGFP fluorescence in the cerebellum on sagittal brain sections of mice injected with 1.5 × 10^13^ vg/kg (Figure 2B). Importantly, the majority of PCs in the cerebellum were efficiently transduced by AAV PHP.eB. A number of cells in the molecular layer were also eGFP-positive, while granule neurons in the granule cell layer of the cerebellar cortex appeared not or only scarcely transduced (Figure 2C). Other well-transduced regions based on eGFP signal included the striatum and hippocampus, as well as the thalamus (Figure 2D–F). Interestingly, the cerebellar nuclei and cerebellar-associated structures, such as the vestibular/pontine nuclei and medulla, had a high density of eGFP-positive cell soma, and the spinal cord had eGFP-positive fibers (Figure 2G–J). Together, the results confirmed that the retroorbital injection of AAV PHP.eB widely targets PCs and transduces several brain structures involved in motor coordination.

To ensure that the injection of AAV has no confounding effect per se, SCA7 mice were injected with AAV-shSCR or saline. Brain tissues were analyzed 4 weeks later for the expression levels of nATXN7 and mATXN7 and for the possible activation of an immune response. Western blot showed that the injection of up to 3.0 × 10^13^ vg/kg of AAV-shRNA had no effect on the expression levels of nATXN7 and mATXN7 (Figure S2A,B) or on immune system markers, such as Interferon B (INFB) and Interferon Regulatory Factor 7 (IRF7), when compared to the saline treatment (Figure S2C,D). Moreover, mice injected at this dose did not show abnormal behavior.

### 2.3. AAV-shA2R Lowers mATXN7 Cerebellar Protein Level and Induces Severe Adverse Side Effects

To assess shA2R activity in vivo, we performed retroorbital injections of AAV-shA2R or AAV-shSCR at 1.5 × 10^13^ vg/kg in asymptomatic 6-week-old SCA7 mice. The cerebellum and other brain regions were analyzed at 10 weeks of age for their SDS-soluble ATXN7 protein content. The expression of shA2R in the cerebellum significantly decreased mATXN7 level by 38% (*p* = 0.003) compared to the level in shSCR samples and also decreased nATXN7 by 29%, however, less statistically significant (*p* = 0.08) (Figure 3A,B). Despite the reduction of soluble protein levels, the ratio of mATXN7/nATXN7 in shA2R samples was comparable to that in shSCR samples, underlining the absence of allele selectivity (Figure 3C). We previously showed that part of mATXN7 aberrantly accumulates as insoluble oligomers in the cerebellum of SCA7 mice from 8 weeks of age [23]. A filter trap assay showed that the aggregated forms of mATXN7 were reduced by 36% (*p* = 0.016) in the cerebellum of AAV-shAR2-treated mice (Figure 3D), consistent with the reduced level of soluble mATXN7 quantified on the western blot. In contrast, the analysis of hippocampal and striatal samples showed no decrease of soluble mATXN7 by shA2R when compared to shSCR (Figure S3).

We noted that the systemic injection of AAV-shA2R led to substantial adverse side effects affecting both WT and SCA7 mice in a dose-dependent manner. About 50–60% of mice injected with ≥0.5 × 10^13^ vg/kg AAV-shA2R developed tremors or died, in some cases as early as 2 weeks post-injection (Figure 3E). Necropsy analysis revealed no obvious anomalies of internal organs such as the heart, liver, kidney, and gastrointestinal tract, which would explain mortality. Animals injected with 1.5 × 10^12^ vg/kg of AAV-shA2R did not show adverse phenotypes at the terminal point of the study (27 weeks post-injection). However, at this low dose, shA2R did not lower mATXN7 significantly. In contrast to AAV-shA2R, the injection of AAV-shSCR at doses up to 3.0 × 10^13^ vg/kg was harmless, suggesting that the toxicity of AAV-shA2R may be related to off-targets. With this in mind, bioinformatic analysis revealed seven potential off-target transcripts (100% complementarity to ≥20 nt) of shA2R-processed sequences in Mus musculus (Table S1). For these transcripts, it could be assumed that RNA released from shA2R acted as siRNA, inducing endonucleolytic cleavage and degradation, even if a single binding site was present in the transcript. One of these transcripts, the Tyrosine hydroxylase (Th), is a potential off-target in mice (Figure 3F) but not in humans. Th has a high expression level in specific brain regions, including the cerebellum, where expression is specific to PCs (Figure S4A). Mutations leading to the reduction of TH activity or levels in mice cause neurological symptoms, including tremors [25,26]. Western blot analysis showed that the TH level was decreased on average by 55% (*p* = 0.018) in the cerebellum of AAV-shA2R-treated mice (Figure 3A,G), while AAV-shSCR-treated mice showed no difference compared to saline-treated mice (Figure S4B,C). Interestingly, out of four AAV-shA2R-treated mice, three showed a strong decrease in TH level in the cerebellum and tremors (asterisks in Figure 3A), while the fourth mouse had a milder TH decrease and no tremors. In the striatum and hippocampus, TH expression levels were similar in AAV-shA2R- and AAV-shSCR-treated mice (Figure S3E). This suggested that decreasing the TH level below a certain threshold in the cerebellum may account for the adverse phenotype.

The results demonstrated that shA2R has the potential to decrease the level of soluble and aggregated forms of mATXN7 in the mouse cerebellum. However, shA2R causes adverse side effects such as abnormal behaviors, lethality, and off-targeting of Th, precluding further investigation of its therapeutic potential in mice.

### 2.4. AAV PHP.eB Expressing A4 shRNA Selectively Lowers mATXN7 Cerebellar Level and Is Well Tolerated

To improve the safety profile of shRNA, we generated a series of new molecules with various nucleotide substitutions that mismatched the targeted CAG repeats and that reduced the off-targeting potential. Previous studies identified two siRNA reagents, named A4 and A15, which showed allele-selective efficacy to lower mutant HTT in HD patient fibroblasts, similarly to the A2 reagents [8]. A4 and A15 sequences can be distinguished from A2 by the presence of different nucleotide substitutions (Figure 4A). A4 siRNA has a lower number of potential off-targets than A2 siRNA in mice (two versus six primary off-targets), while A15 has no such off-target (Table S1). Until now, A4 and A15 siRNA sequences have not been tested in the context of an shRNA expression cassette, nor for their efficacy, selectivity, and safety in in vivo models of polyQ diseases. Therefore, we introduced them in AAV PHP.eB to generate AAV-shA4 and AAV-shA15, and we proceeded to perform systemic injections at a dose of 1.5 × 10^13^ vg/kg in SCA7 mice, as previously conducted for shA2R (Figure 4A). In addition, we tested two shRNAs derived from A4 (named shAG4 and shA4 (P10,11A)) containing additional nucleotide substitutions to decrease the number of off-targets (Figure 4A; Table S1).

The western blot analysis of cerebellar protein extracts revealed that shA4 and shAG4 selectively decreased the mATXN7 level by 50% (*p* = 0.0009) and 32% (*p* = 0.018), respectively, compared to the control shSCR, while shA15 had no effect on ATXN7 levels (Figure 4B,C). Moreover, the ratio of mATXN7/nATXN7 in shA4 and shAG4 samples was also significantly reduced by 53% (*p* = 0.0005) and by 40% (*p* = 0.00012), respectively (Figure 4D). The injection of 3.0 × 10^13^ vg/kg, AAV-shA4(P10,11A) decreased ATXN7 in the cerebellum but performed with a similar effect for mATXN7 (by 27%, *p* = 0.0046) and nATXN7 (by 30%, *p* = 0.0041). Hence, shA4(P10,11A) did not modify the ratio of mATXN7/nATXN7 (Figure 4B–D), which demonstrates the absence of allele selectivity.

In the striatum, shA4 also showed a tendency to selectively decrease mATXN7 by 56%; however, it was less statistically significant (*p* = 0.08), resulting in a reduced mATXN7/nATXN7 ratio by 50% (*p* = 0.049) (Figure S5A–C). In the hippocampus, shA4 decreased mATXN7 by 39% (*p* = 0.005) but also reduced the level of nATXN7 slightly and, hence, did not significantly modify the ratio of mATXN7/nATXN7. shAG4 lowered both nATXN7 and mATXN7 by 49% (*p* = 0.011 and *p* = 0.004, respectively) in the hippocampus and showed no lowering effect in the striatum (Figure S5A–C).

None of these shRNAs induced the gliosis marker glial fibrillary acidic protein (GFAP) in the different brain tissues (Figure 4B; Figures S4B,D and S5A,D). AAV-shA4 and AAV-shA15, as well as AAV-shSCR, did not induce any deleterious phenotype, whereas several mice injected with AAV-shAG4 or AAV-shA4(P10,11A) died during the course of the experiments (Figure 4F). Considering that AAV-shA4 selectively reduced the mATXN7 level in the SCA7 mouse cerebellum and striatum and was well tolerated, we further analyzed its safety by testing whether AAV-shA4 may have a general effect on the transcriptome. To this end, we performed an RNA-seq analysis of the cerebella of WT mice treated with AAV-shA4 (1.5 × 10^13^ vg/kg, at 9 weeks post-injection) and untreated. 

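Cerebellar RNA was sequenced from 3 WT mice treated with AAV-shA4 and from 3 untreated WT mice, with the cerebellum of 1 mouse in each library. According to the methods, untreated mice received saline. The authors prepared stranded libraries from 200 ng of total RNA and sequenced single reads of 50 bases. They removed adapter, polyA, low-quality and ribosomal sequences, discarded reads shorter than 40 bases, and mapped the remaining reads to the mouse genome (build GRCm38). Reads were then counted on the gene models of Ensembl release 102, and these counts were deposited without normalization. Between 36245752 and 39208298 reads per AAV-shA4-treated mouse were counted on genes (median 38252722), against 47455917 to 49212593 per untreated mouse (median 48528238), so the depth of the 2 groups does not overlap. The 10 genes with the most reads took 4.30% to 5.24% of the counts of a library. The paper's text does not give the sex of these mice. In each of the 20 libraries of the study, Xist stayed at or below 0.189 CPM (counts scaled to a common library size) and the Y-linked gene Uty at or above 17.3 CPM, the pattern of males.

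Atxn7 (ENSMUSG00000021738) lies on the plus strand of chromosome 14 from 13961440 to 14107302, and its annotated transcript holds a run of 5 CAG. Its counts, normalized for library size by edgeR's TMM method, were 37.5, 40.4 and 40.3 CPM in the AAV-shA4-treated mice and 38.0, 42.3 and 37.0 CPM in the untreated mice. The means were 39.4 ± 1.63 CPM (SD, n = 3) and 39.1 ± 2.83 CPM (SD, n = 3). The log2 fold change of Atxn7 was 0.010 (standard error 0.066, adjusted p = 0.964 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is smaller than the spread between mice. Its sign changed when either of 2 treated mice or either of 2 untreated mice was left out, within a range of −0.028 to 0.074.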

From 16,100 protein-coding genes, only 36 genes were deregulated with a fold change (FC) > 1.3 (adjusted *p* < 0.05) between AAV-shA4-treated WT and untreated WT mice and none with FC > 1.7 (Figure S6; Table S2). 

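Of the protein-coding genes of GENCODE release M21, 14733 had enough reads to be tested in the 6 early libraries. Genes were kept by edgeR's filterByExpr, with a minimum count of 10 and a minimum total of 15. A gene was called when its fold change in either direction was above 1.3, the limit of Tables S2 and S3, and its adjusted p was under 0.05. At these limits 8 genes were called, 7 higher and 1 lower in AAV-shA4-treated mice, and 10 genes passed the adjusted p alone. The 3 treated mice did not overlap with the 3 untreated mice in any of the 8 genes, a separation that chance gives for 10% of unchanged genes. At an unadjusted p under 0.05 there were 1639 genes, 11.1% of those tested.

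Per2 (ENSMUSG00000055866), on chromosome 1 from 91415982 to 91459324, had the smallest adjusted p. Its normalized counts were 51.4 ± 3.34 CPM (SD, n = 3) with AAV-shA4 and 27.8 ± 2.99 CPM (SD, n = 3) without, a log2 fold change of 0.89 (standard error 0.081, adjusted p = 0.00343 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An exact permutation test on 3 against 3 mice cannot give a p below 0.1. Col6a5 (ENSMUSG00000091345) showed the largest increase among the called genes, with 1.24 ± 0.171 CPM against 0.119 ± 0.0853 CPM (SD, n = 3 each) and a log2 fold change of 3.35 (standard error 0.41, adjusted p = 0.0210 from the same edgeR test). It was followed by Rgs22, with a log2 fold change of 1.79, and Ccdc153, with 1.77. Eps8l1 was the gene called as lower, at 10.3 ± 1.81 CPM against 17.6 ± 0.611 CPM (SD, n = 3 each), a log2 fold change of −0.78 (standard error 0.11, adjusted p = 0.0389 from the same edgeR test). With each mouse left out in turn, Per2 was called in all 6 fits, whereas Rgs22 and Eps8l1 lost their call in 5 of them, Ccdc153 in 3 and Col6a5 in 2.

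The number of called genes fell to 1 without AAV-shA4 replicate 2 and rose to 41 without AAV-shA4 replicate 3. Of these 41 genes, 18 were higher and 23 lower in treated mice. Among the other settings, DESeq2 without shrinkage of fold changes moved the number of called genes most, to 48. The 36 genes of Table S2 were all tested, and each had the sign of the table and an unadjusted p under 0.05, but 5 of them passed both limits. Their absolute log2 fold changes ranged from 0.46 to 5.05. The highest value is that of Lcn2, which fell by 5.05 on the log2 scale (standard error 0.84, adjusted p = 0.0642 from the same edgeR test). Its level ranged from 1.78 to 22.5 CPM between the 3 untreated mice and reached at most 0.640 CPM in treated mice.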

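The antisense strand of A4, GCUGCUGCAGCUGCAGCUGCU, is fully complementary to the sequence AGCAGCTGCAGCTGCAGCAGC. The transcripts of GENCODE release M21 (141767 sequences) were searched for stretches of at least 20 nt complementary to this strand. Among the protein-coding genes with such a site is Stc1 (ENSMUSG00000014813), in which all 21 nt paired, in the 3' UTR at positions 69040382 to 69040402 of chromosome 14 (GRCm38, plus strand). Stc1 was near the limit of detection in the cerebellum, at 0.428 ± 0.0776 CPM in AAV-shA4-treated WT mice and 0.344 ± 0.164 CPM in untreated mice (SD, n = 3 each). Its log2 fold change was 0.32 (standard error 0.40, adjusted p = 0.791 from edgeR's quasi-likelihood test). A difference of this size was not detectable at this depth.

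A run of at least 6 CAG was found in the transcripts of 209 protein-coding genes. The median log2 fold change of those that were tested was 0.0011, with 87 genes higher and 84 lower in AAV-shA4-treated mice. Taken as a list, they did not move apart from the other genes (p = 0.967 by camera, 0.985 with an estimated correlation and 0.938 by fry). At an unadjusted p under 0.05 there were 24 of these genes, and 0 passed the adjusted limit, both over all genes and adjusted over the list alone. With runs of at least 8 CAG the median was −0.0097, so its sign depends on the length chosen. None of the genes called between the treated and untreated WT mice had such a run or an A4 site. In the genes of Table S2 the longest run was 3 CAG.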

Noteworthy, none of the 36 downregulated genes was a potential A4 off-target as defined in silico or contained CAG repeats in the mRNA sequence. Gene ontology (GO) analysis of the 36 differentially expressed genes (DEGs) revealed no GO term enrichment. Therefore, the results indicated that the effect of shA4 on the cerebellar transcriptome was modest in WT mice.

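Over all genes tested, the median absolute log2 fold change between AAV-shA4-treated and untreated WT mice was 0.079, and 6.50% of genes differed by more than the fold-change limit in either direction. The median SD of a gene between mice was 0.085 among treated and 0.069 among untreated mice on the log2 scale. Of the transcripts of the proteins used as safety markers, Gfap was measured at 247 ± 51.5 CPM in treated and 209 ± 10.4 CPM in untreated mice (SD, n = 3 each), a log2 fold change of 0.24 (adjusted p = 0.461 from edgeR's quasi-likelihood test). Irf7, an interferon-responsive gene, had a log2 fold change of 0.090 (adjusted p = 0.849 from the same edgeR test). No read was counted on Ifnb1 in any library. Th, which holds a site of the A2 strand and none of A4, had a log2 fold change of 0.36 (adjusted p = 0.457 from the same edgeR test).

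Among 16 gene lists written before the counts were seen, limma's camera with a correlation of 0.01 called 10, whereas 0 remained with an estimated correlation and 2 under fry. The lists of clock, cilia, immediate early and interferon genes were written after reading Tables S2 and S3, which come from the same libraries, and the MHC list follows the note under Table S2, so these are not independent of the paper's results. These 2 are the clock output genes that peak with Per2 and the oligodendrocyte genes. All 11 clock output genes were higher in AAV-shA4-treated mice, with a median log2 fold change of 0.30 (adjusted p = 0.0289 by limma's fry and 0.0648 by camera with an estimated correlation). Of the 20 oligodendrocyte genes, 17 were lower, with a median of −0.12 (adjusted p = 0.0289 by limma's fry and 0.0745 by camera with an estimated correlation). Genes of motile cilia were higher by a median of 0.54, in 25 of 29 genes (adjusted p = 0.0889 by limma's fry). For Purkinje cell (PC) genes the median was 0.024.

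Cd74, one of the 6 genes that the note under Table S2 sets aside, was measured at 56.5 CPM in AAV-shA4-treated replicate 3 and at no more than 11.6 CPM in the other 5 mice. From the low number of deregulated genes, the absence of A4 target sites and CAG repeats among them, and the absence of enriched GO terms, the paper concludes that shA4 had a modest effect on the cerebellar transcriptome of WT mice.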

### 2.5. AAV-shA4 Improves Motor, Behavioral, and Molecular Phenotypes in SCA7 Mice

SCA7 adult mice were shown to plateau at a lighter weight than WT mice and to show deficits in various sensori-motor tests [23]. On the basis of the preceding phenotypic data, we estimated that a therapeutic treatment leading to a 25% improvement in body weight and open field test performance was likely to be significantly detected from 16 weeks of age at *p* < 0.05 with a power greater than 80%. To assess whether the lowering effect of AAV-shA4 provides a beneficial effect on the phenotype, we proceeded with intravascular injections of 5-week-old SCA7 mice. AAV-shA4 treatment did not improve the body weight of mice tested at 11 and 23 weeks post-injection when compared to the control AAV-shSCR (Figure 5A). However, at 23 weeks post-injection, SCA7 mice treated with AAV-shA4 showed improved spontaneous locomotor activity. In open field tests of 30 min duration, treated mice had an increased average speed (by 26%, *p* = 0.0078), a reduced resting time (by 37%, *p* = 0.0008), and, hence, traveled longer distances (by 26%, *p* = 0.0082) than control mice (Figure 5B–D). Moreover, AAV-shA4-treated SCA7 mice entered more frequently in the inner zone of the open field than AAV-shSCR-treated mice (Figure 5E), and they had a ratio of inner/outer zone traveling distance similar to WT mice (Figure 5F), suggesting a reduction in thigmotaxis.

Development of the sensorimotor phenotypes in SCA7 mice correlated with the deregulation of cerebellar genes, including the downregulation of PC type-specific genes [23]. To assess whether AAV-shA4 treatment ameliorates the expression of deregulated genes, we performed RNA-seq analysis of the cerebellum of AAV-shA4-treated SCA7 mice at 23 weeks post-injection and compared them to AAV-shSCR-treated SCA7 mice and age-matched untreated WT mice. 

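Libraries were made in the same way from the cerebella of 5 SCA7 mice treated with AAV-shA4, 5 SCA7 mice treated with AAV-shSCR, which carries a scrambled shRNA, and 4 untreated WT mice. The labels of these libraries give 25 weeks where the text gives 23 weeks post-injection, and they do not say from which day the weeks are counted. Between 31465586 and 44708557 reads per mouse were counted on genes with AAV-shA4 (median 38502880), 33758498 to 40621179 with AAV-shSCR (median 35021553) and 39036803 to 54570503 in WT mice (median 42130889). The 14 libraries were fitted together, so that both SCA7 groups were compared to the WT mice with one estimate of the spread. Within this fit 14862 protein-coding genes were tested, and the common biological coefficient of variation was 0.0790. In simulated counts with 200 changed genes, made from the means and depths of these libraries, the fit called 86% of genes changed by 1 and 78% of genes changed by 0.5 on the log2 scale, and 8 of the unchanged genes among 14794.

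Atxn7 is the gene that carries the expanded CAG repeat in SCA7 mice, and reads of the normal and the mutant allele are counted together. It was measured at 44.7, 48.0, 50.1, 47.9 and 52.1 CPM in the AAV-shA4-treated mice and at 46.0, 53.8, 48.5, 50.9 and 50.4 CPM in the AAV-shSCR-treated mice. In the WT mice its values were 46.0, 50.6, 49.7 and 49.1 CPM. The log2 fold change of Atxn7 between AAV-shA4 and AAV-shSCR was −0.041 (standard error 0.046, adjusted p = 0.842 from edgeR's quasi-likelihood test). An exact two-sided permutation test of the same 5 against 5 mice gave p = 0.460. Against WT mice the log2 fold change was 0.032 with AAV-shSCR and −0.0089 with AAV-shA4, and the latter turned positive without AAV-shA4 replicate 1 or WT replicate 2. These differences are smaller than the SD of 1.99 to 2.90 CPM within the 3 groups. The decrease reported by the paper was measured on mutant ATXN7 protein by western blot, sooner after injection, so these RNA values do not test it. RNA of the whole cerebellum also includes granule neurons, which the paper describes as most cerebellar neurons and as rarely transduced.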

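With an adjusted p under 0.05 and a fold change above 1.3 in either direction, 586 genes were called between AAV-shSCR-treated SCA7 mice and untreated WT mice. Of these, 386 were lower and 200 higher in SCA7 mice, and 2309 genes passed the adjusted p alone. The 5 SCA7 mice did not overlap with the 4 WT mice in 502 of the called genes, and chance gives such a separation for 1.59% of unchanged genes. Each mouse left out in turn gave between 492 and 638 called genes. DESeq2 with the normal prior on fold changes lowered the number to 281, the largest change among the settings other than the fold-change limit. Of the 426 genes of Table S3, 425 were tested, all with the sign of the table, and 420 of them were called.

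Genes with the largest changes were taken from the called genes whose groups do not overlap. Ostn (ENSMUSG00000052276), on chromosome 16 from 27307489 to 27351212, fell from 2.06 ± 0.276 CPM in WT mice (SD, n = 4) to 0.379 ± 0.108 CPM (SD, n = 5). Its log2 fold change was −2.44 (standard error 0.19, adjusted p = 2.01e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnh3 (ENSMUSG00000037579), whose transcript holds a run of 7 CAG, fell from 2.42 ± 0.456 CPM (SD, n = 4) to 0.468 ± 0.212 CPM (SD, n = 5), a log2 fold change of −2.37 (adjusted p = 4.98e-05 from the same edgeR test). Gm4131 had at most 3 counts in each AAV-shSCR-treated mouse and 11 to 18 counts in each WT mouse, so it was at least 4.19-fold lower. Scn11a and Cst7 rose, with log2 fold changes of 1.84 and 1.83 (adjusted p = 0.00583 and 0.00585 from the same edgeR test). Gm10406 had at most 3 counts in each WT mouse and was at least 4.16-fold higher in AAV-shSCR-treated mice. It is a predicted gene, and reads shared with similar copies could not be told from its own. In all of these genes except Kcnh3 and Ostn the mean of either group was at most 0.583 CPM, so that their fold changes rest on few reads. Th fell by 1.47 on the log2 scale, from 17.1 ± 3.28 CPM (SD, n = 4) to 6.15 ± 1.052 CPM (SD, n = 5) (adjusted p = 8.86e-06 from the same edgeR test).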

Compared to WT mice, AAV-shSCR-treated SCA7 mice showed 426 DEGs with an FC > 1.3 (adjusted *p* < 0.05), including 311 down-regulated and 115 up-regulated genes (Figure S7A). GO analysis revealed high enrichment in terms associated with ion transport and synaptic signaling biological processes, dendritic cellular components, and ion channel molecular functions (Figure 6A). These enrichments are consistent with enriched GO terms reported previously for DEGs in the cerebellum of 40-week-old untreated SCA7 mice [23] (Figure S8) and could constitute a signature of SCA7 disease progression in mice. Using available datasets [23], we assigned cerebellar cell-type-specific distribution to 269 of 426 DEGs, and we subsequently determined that 104 PC type-specific genes were downregulated in AAV-shSCR-treated SCA7 mice (Figure S7B). This confirms that PC pathology represents a major characteristic of AAV-shSCR-treated SCA7 mice, as previously reported for untreated SCA7 mice [23], and this shows that the AAV transduction per se does not affect the pathology in these neurons.

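The lists of cell-type-specific genes used by the paper are not in its text or tables, so a list of 39 PC genes was written from general knowledge before the counts were seen. It was not drawn from Table S3, which was at hand and holds 21 of them. All 39 were tested, and 38 were lower in AAV-shSCR-treated SCA7 mice than in WT mice, by a median log2 fold change of −0.43. Of these, 22 passed both limits for a called gene. An adjusted p under 0.05 was reached by 36 genes over all genes tested and by 37 adjusted over the list alone. As a list they were lower than the other genes (adjusted p = 4.12e-74 by limma's camera, 0.00363 with an estimated correlation and 1.72e-06 by fry). Among the most strongly reduced members were Gng13, with a log2 fold change of −0.87, Plcb3, with −0.84, and Rgs8, with −0.78. With each mouse left out in turn, the list passed camera's adjusted p in all 14 fits.

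The 8 genes that the paper names for PC pathology (Abr, Calb1, Htr1b, Itpr1, Kcnip1, Kcnma1, Mtss1 and Scn4b) were all called as lower, with a median log2 fold change of −0.44. All 8 passed the adjusted p both over all genes and adjusted over the list alone. The paper chose them on these libraries, so the latter is not independent evidence.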

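The granule cell, Bergmann glia and astrocyte, oligodendrocyte and microglia lists moved less than the PC list. The 18 granule cell genes had a median log2 fold change of −0.022 in AAV-shSCR-treated SCA7 mice compared to WT mice, with 10 lower and 0 called (9 at an unadjusted p under 0.05). An adjusted p under 0.05 was reached by 6 of them over all genes and by 7 over the list alone, below the fold-change limit. Of 16 Bergmann glia and astrocyte genes, 14 were lower, by a median of −0.15 (adjusted p = 0.00166 by limma's fry and 0.191 by camera with an estimated correlation). Oligodendrocyte genes were lower by a median of −0.25, in 18 of 20 genes, and 7 were called (adjusted p = 0.000832 by limma's fry and 0.132 by camera with an estimated correlation). The 19 microglia genes had a median of 0.12, with 14 higher (adjusted p = 0.457 by limma's fry). Under an estimated correlation, the PC list and the 8 PC genes named by the paper were the 2 lists of the 16 that passed an adjusted p of 0.05.

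Gfap was measured at 182.5 ± 19.3 CPM (SD, n = 5) with AAV-shSCR and 200 ± 14.5 CPM (SD, n = 4) in WT mice, a log2 fold change of −0.13 (adjusted p = 0.185 from edgeR's quasi-likelihood test). Irf7 was higher at 10.7 ± 3.24 CPM (SD, n = 5) against 4.95 ± 1.50 CPM (SD, n = 4), a log2 fold change of 1.11 (adjusted p = 0.00124 from the same edgeR test). An interferon response list was higher in 22 of 24 genes, by a median of 0.39. It passed limma's camera (adjusted p = 7.69e-05), and neither fry (0.0622) nor camera with an estimated correlation (0.595). The libraries of this age include no untreated SCA7 mice and no AAV-treated WT mice, so the effect of the AAV cannot be separated from that of the genotype in them.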

We then looked at the status of these 426 genes in AAV-shA4-treated SCA7 mice. A total of 286 genes were still significantly deregulated with FC > 1.3 when compared to WT mice. 

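AAV-shA4-treated SCA7 mice differed from WT mice in 501 called genes, 328 of them lower. Of the genes called with AAV-shSCR, 384 were also called with AAV-shA4, all in the same direction. Their median absolute log2 fold change was 0.59 under either treatment. Of the Table S3 genes, 323 were called here with AAV-shA4. The number of called genes ranged from 439 to 551 over the fits that each left out 1 mouse.

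Kcnh3 was again among the most reduced genes, with a log2 fold change of −2.08 (standard error 0.30, adjusted p = 0.000160 from edgeR's quasi-likelihood test). Myo15 (ENSMUSG00000042678) fell from 8.13 ± 1.18 CPM in WT mice (SD, n = 4) to 2.03 ± 0.199 CPM (SD, n = 5), a log2 fold change of −2.00 (adjusted p = 5.05e-08 from the same edgeR test). Car9 (ENSMUSG00000028463) fell from 8.34 ± 1.16 to 2.09 ± 0.332 CPM, a log2 fold change of −1.99 (adjusted p = 2.82e-08 from the same edgeR test). Il12rb1 rose to 1.83 ± 0.614 CPM from 0.515 ± 0.169 CPM, a log2 fold change of 1.80, and Itgad showed 1.54 (adjusted p = 0.00165 and 0.0271 from the same edgeR test). Gm10406 was at least 5.65-fold higher than in WT mice. Over all genes tested, the fold changes of both SCA7 groups against WT mice correlated across genes with r = 0.727. Genes are not independent replicates, and both comparisons share the same WT mice: simulated groups without any change gave r between 0.499 and 0.584.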

Interestingly, 140 genes were restored to a FC < 1.3 or were not deregulated in AAV-shA4-treated SCA7 mice anymore (Figure S7C,D; Table S3). Consequently, the numbers of DEGs accounting for the major GO terms associated with disease progression in AAV-shSCR-treated SCA7 mice were reduced by 16% to 47% in AAV-shA4-treated SCA7 mice (Figure 6B), suggesting that AAV-shA4 treatment attenuates the disease burden by preventing the deregulation of these genes. Moreover, among the 140 restored genes, we assigned cell-type-specificity to 82 genes, including 24 PC-type-specific genes (Figure 6C), which were enriched in GO terms related to synapse, dendrite, and ion channel activity and are therefore associated with disease progression (Figure S7E). Furthermore, seven PC-specific genes (Abr, Calb1, Htr1b, Itpr1, Kcnip1, Kcnma1, and Mtss1) were part of the disease signature of downregulated genes involved in the PC pathology shared with SCA1 and SCA2 mice [23]. 

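A gene called with AAV-shSCR and not called with AAV-shA4 was counted as restored, which gave 202 genes, or 34.5% of the 586. Of these, 124 were lower and 78 higher with AAV-shSCR. With AAV-shA4, 54 of them still had an adjusted p under 0.05 and fell below the fold-change limit, and 148 did not reach the adjusted p. Among these 148, 62 kept an absolute log2 fold change above the limit. The direction of the change was kept in 199 of the 202 genes. Their median absolute log2 fold change was 0.52 with AAV-shSCR and 0.35 with AAV-shA4, and in 89 of them it lay within 0.1 of the limit with AAV-shSCR. The number of restored genes fell to 69 with DESeq2's normal prior, which moved it most among the statistical settings. It ranged from 130 without AAV-shSCR replicate 4, and 131 without WT replicate 1, to 258 without AAV-shA4 replicate 1.

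Passing the limits in one group and not in the other does not test the difference between the groups, so AAV-shA4-treated and AAV-shSCR-treated SCA7 mice were also compared directly. In this test 0 genes were called, the smallest adjusted p was 0.194 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1222 genes (8.22%) had an unadjusted p under 0.05. Of the 202 restored genes, 57 had an unadjusted p under 0.05 in the direct test, all toward WT. Restored genes were selected as past the limits with AAV-shSCR and not with AAV-shA4 in the same fit. Their direction toward WT follows largely from that choice and is not independent evidence. DESeq2 without shrinkage called 5 genes in the direct test, all higher with AAV-shA4, and 2 of them (Mcf2 and Cacng3) were among the genes called with AAV-shSCR. The other 3 were Hapln1, Amigo2 and C1ql3. These 5 genes are named because of this result.

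Of the 140 genes that Table S3 gives as not significant with AAV-shA4, 93 were restored here and 43 were called here with AAV-shA4. In the direct test 139 of them lay toward WT, by a median of 0.19 on the log2 scale, 42 had an unadjusted p under 0.05, 0 passed over all genes and 17 passed adjusted over the list alone. The table chose these genes on the same libraries, so neither their direction toward WT nor the count over the list alone is independent evidence.

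**Figure D1:**
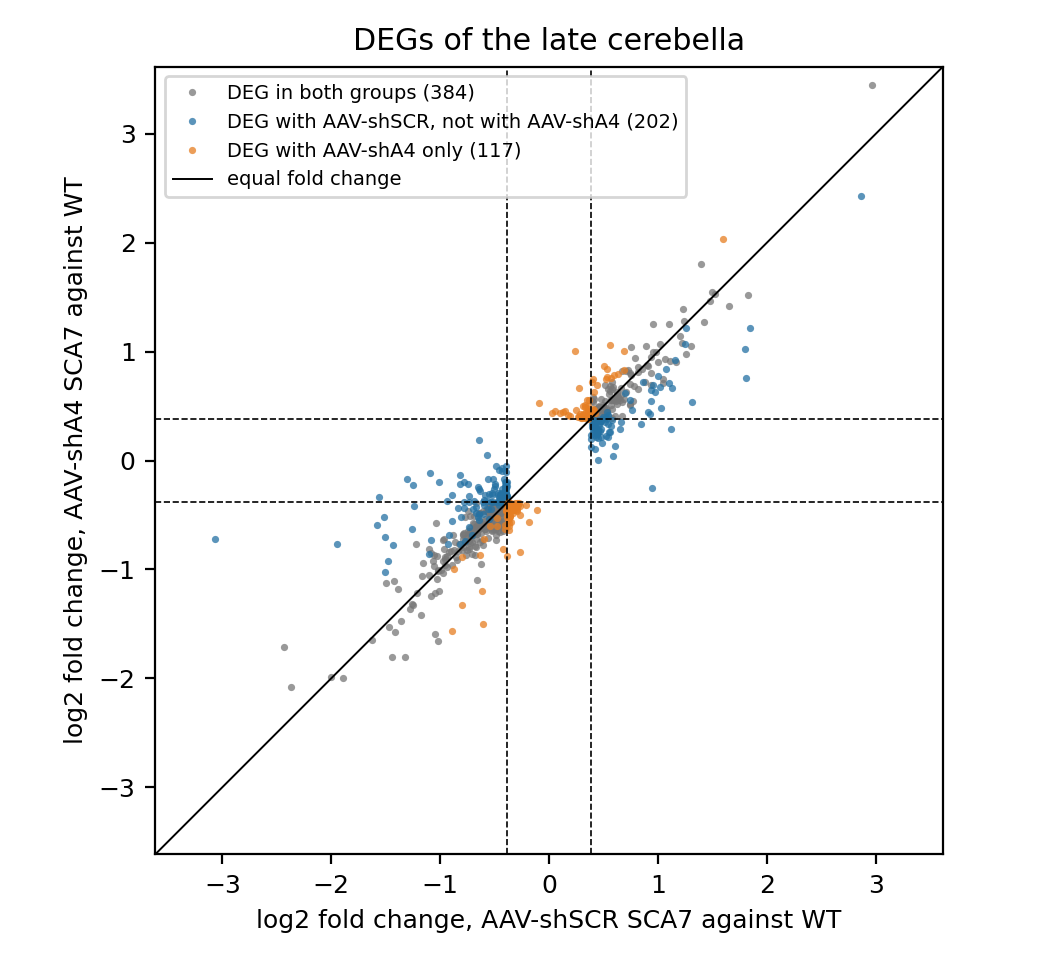
Log2 fold change against untreated WT mice for each gene called in either SCA7 group, with AAV-shSCR on the horizontal axis and AAV-shA4 on the vertical axis. Points mark the 384 genes called with both treatments, the 202 called with AAV-shSCR only and the 117 called with AAV-shA4 only; dashed lines mark the fold-change limit of 1.3 and the diagonal marks equal fold changes. Most points lie close to the diagonal.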

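Of the 39 genes of the PC list, 20 of the 22 that were called with AAV-shSCR were also called with AAV-shA4. The 2 restored genes were Itpr1 and Ppp1r17, which are named because they are few, and Ppp1r17 went from a log2 fold change of −0.39 to −0.34. Table S3 gives 3 genes of the list as not significant with AAV-shA4 (Calb1, Itpr1 and Kcnma1). With AAV-shA4 the list remained lower than in WT mice in 37 of 39 genes, by a median of −0.39 (adjusted p = 1.39e-71 by limma's camera and 4.24e-06 by fry). In the direct test, 30 of 39 genes were higher with AAV-shA4 than with AAV-shSCR, by a median of 0.027. This passed camera (adjusted p = 0.0481 from limma), and neither fry (0.706) nor an estimated correlation (0.747). Over the fits that each left out 1 mouse, camera's adjusted p ranged from 1.23e-05 to 0.494 and was over 0.05 in 8 of 14, the highest being without AAV-shSCR replicate 4. At an unadjusted p under 0.05 there were 0 genes of the list in the direct test, and 0 passed adjusted over the list alone.

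Other cell types had restored genes as well. Of the 7 oligodendrocyte genes called with AAV-shSCR, 4 were restored, and the oligodendrocyte list was higher with AAV-shA4 in 17 of 20 genes by a median of 0.089 (adjusted p = 8.39e-05 by limma's camera, 0.706 by fry). The granule cell list passed camera in the other direction, away from WT, with 14 of 18 genes lower with AAV-shA4 by a median of −0.057 (adjusted p = 0.00214 by limma's camera, 0.706 by fry). So did the choroid plexus list, with 16 of 16 genes lower. Its mean score varied widely between AAV-shA4-treated mice, from −3.05 in replicate 2 to 1.09 in replicate 1. Of 100 relabellings of the SCA7 mice, 52 gave a choroid plexus median as far from 0. The granule cell and oligodendrocyte differences depend in part on 1 mouse each. The mean score of the granule cell genes was −0.165 in AAV-shA4 replicate 1 and −0.0181 to 0.0154 in the others of its group. That of the oligodendrocyte genes was −0.272 in AAV-shSCR replicate 5 and −0.0898 to −0.0271 in the others.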

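In WT mice the 7 genes were measured between 26.4 CPM (Htr1b) and 4513 CPM (Itpr1). Calb1 (ENSMUSG00000028222), on chromosome 4 from 15881264 to 15908064, had 1161 ± 65.9 CPM in WT mice (SD, n = 4), 842 ± 52.1 CPM with AAV-shSCR and 875 ± 75.9 CPM with AAV-shA4 (SD, n = 5 each). Its log2 fold change was −0.46 (standard error 0.060) with AAV-shSCR and −0.41 (standard error 0.060) with AAV-shA4, and the direct difference of 0.056 (standard error 0.057) had an adjusted p of 0.816 from edgeR's quasi-likelihood test. Htr1b (ENSMUSG00000049511), on chromosome 9 from 81628291 to 81633828, had 26.4 ± 0.744, 17.9 ± 1.33 and 20.1 ± 1.62 CPM in the same order. It showed the largest difference between the treatments among the 7, at 0.17 (standard error 0.060, adjusted p = 0.532 from the same edgeR test). An exact two-sided permutation test of its 5 against 5 mice gave p = 0.0397, without adjustment for the number of genes.

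The fold changes against WT mice with AAV-shSCR and AAV-shA4 were −0.39 and −0.31 for Abr, −0.42 and −0.38 for Itpr1, −0.40 and −0.35 for Kcnip1, −0.44 and −0.39 for Kcnma1, and −0.44 and −0.39 for Mtss1, all on the log2 scale. All 7 genes had an adjusted p under 0.05 against WT mice under both treatments. With AAV-shA4, Abr, Itpr1 and Kcnip1 fell below the fold-change limit and were restored, whereas Calb1, Htr1b, Kcnma1 and Mtss1 lay just beyond it. In the direct test the 7 genes were higher with AAV-shA4 by 0.033 to 0.17, and 0 of them passed the adjusted p over all genes. The paper chose them as restored on the same libraries, so this direction is not independent evidence.

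Counting Scn4b as well, 5 of the 8 named PC genes were called with AAV-shA4. Without AAV-shA4 replicate 1 this number was 0, without replicate 5 or without WT replicate 2 it was 2, and without AAV-shA4 replicate 3 it was 6. It was also 0 with DESeq2's normal prior on fold changes.

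**Figure D2:**
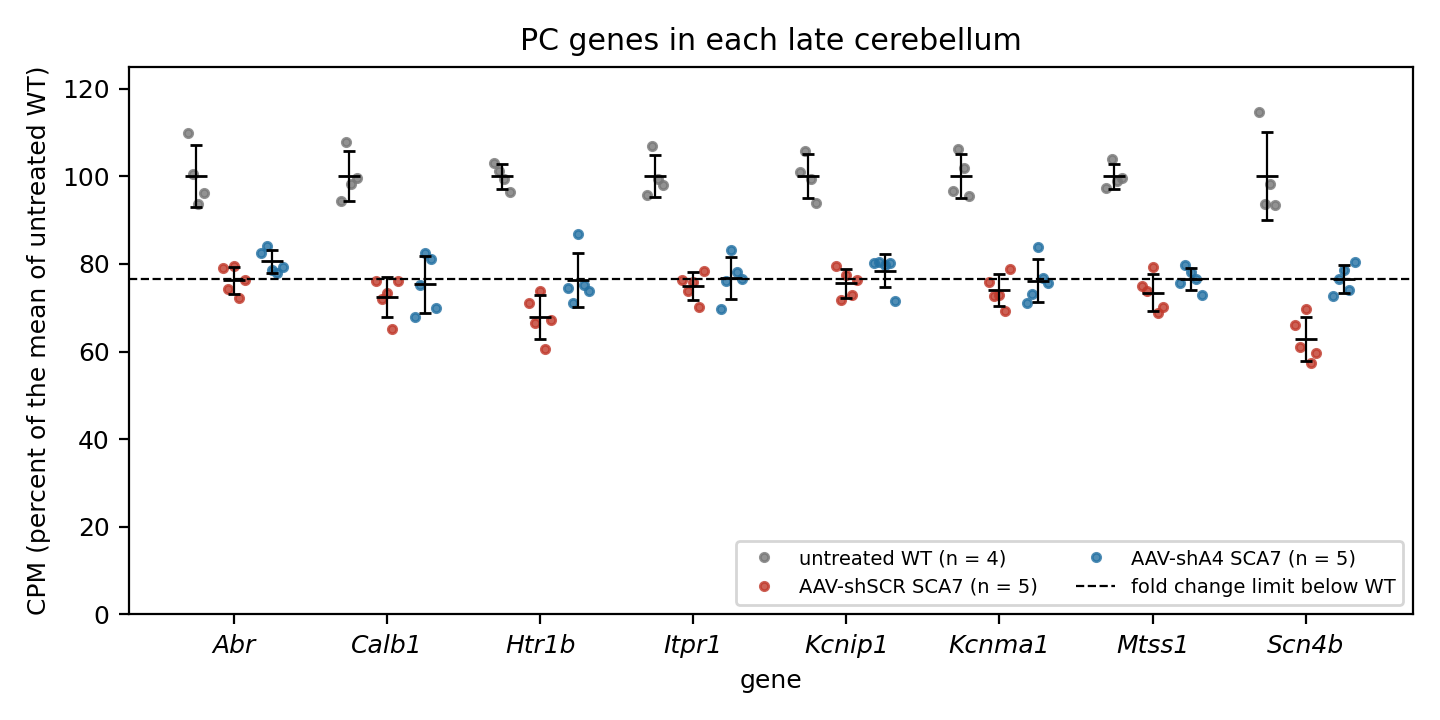
Normalized counts of the 8 named PC genes in each late mouse, as a percentage of the mean of the untreated WT mice, for WT mice (n = 4) and for SCA7 mice treated with AAV-shSCR (n = 5) or AAV-shA4 (n = 5). Points are mice, bars are the mean ± SD, and the dashed line is the fold-change limit. The means with AAV-shA4 lie near the limit for all 8 genes.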

Finally, another restored PC-type-specific gene, Scn4b, played a role in regulating the repetitive firing properties of mature PCs [27]. Together, these results suggest that the cerebellar pathology, particularly affecting PCs, is mitigated by AAV-shA4 treatment. 

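Scn4b (ENSMUSG00000046480) lies on the plus strand of chromosome 9 from 45138395 to 45154152. It was measured at 140 ± 14.0 CPM in WT mice (SD, n = 4), 87.9 ± 7.01 CPM in AAV-shSCR-treated SCA7 mice (SD, n = 5) and 107 ± 4.49 CPM in AAV-shA4-treated SCA7 mice (SD, n = 5). The log2 fold change against WT mice was −0.67 (standard error 0.062, adjusted p = 1.06e-06 from edgeR's quasi-likelihood test) with AAV-shSCR. With AAV-shA4 it was −0.39 (standard error 0.062, adjusted p = 0.000369 from the same edgeR test), just beyond the fold-change limit. Between the treatments it was 0.28 (standard error 0.059), with an unadjusted p of 0.000191 that ranked 7 among all genes, and an adjusted p of 0.325 (edgeR). The 5 mice given AAV-shA4 ranged from 102 to 113 CPM, all above the 80.4 to 97.6 CPM of the 5 mice given AAV-shSCR. The exact two-sided permutation test gave p = 0.00794, the smallest p that 5 against 5 mice allow. The difference stayed between 0.25 and 0.33 when each mouse was left out in turn. Scn4b was the 1 gene of the 8 that passed adjusted over the list alone in the direct test, a list the paper chose on these libraries.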

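Over the 586 genes called with AAV-shSCR, the difference between the treatments was signed so that positive values point toward WT. Its median was 0.059 on the log2 scale, with quartiles of −0.011 and 0.18. A positive value was found for 419 genes (71.5%), 273 of the lower and 146 of the higher ones. The median ratio of the fold change with AAV-shA4 to that with AAV-shSCR was 0.896. Per AAV-shA4-treated mouse the median shift was 0.044, 0.030, 0.11, 0.085 and 0.028, a mean of 0.060 ± 0.038 (SD, n = 5). The shift was 0.19 for the restored genes and 0.013 for the 384 genes called with both treatments, a contrast that follows largely from how the 2 groups of genes were defined. Because the genes were selected on the AAV-shSCR-treated mice, the shift was set against simulated counts. In counts simulated with the same mean for both SCA7 groups, the shift was 0.031 to 0.054 in 50 experiments. When the 10 SCA7 mice were divided anew into groups of 5, with genes called again each time, 16 of 100 divisions, the real one included, gave a shift as large.

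The 8 named PC genes were all higher with AAV-shA4 than with AAV-shSCR, by a median of 0.058 (adjusted p = 8.39e-05 by limma's camera, 0.583 with an estimated correlation and 0.408 by fry). The paper named these genes as restored on the same libraries, so their direction and camera's p are not independent evidence. Among 100 relabellings of the SCA7 mice, 29 gave a median as far from 0. Of the 16 lists, 5 passed camera in the direct test and 0 passed fry or an estimated correlation. From the genes that were no longer deregulated, the PC-specific genes among them and their role in synapses, dendrites and ion channels, the paper proposes that AAV-shA4 mitigates the cerebellar pathology, and that of PCs in particular.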

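Among the genes called in AAV-shA4-treated SCA7 mice against WT mice, 117 were not called in AAV-shSCR-treated SCA7 mice, 66 of them lower and 51 higher than in WT mice. In 116 of the 117 the change had the same direction with AAV-shSCR, and 39 had an adjusted p under 0.05 there. Their median absolute log2 fold change was 0.47 with AAV-shA4 and 0.36 with AAV-shSCR. In the direct comparison of the treatments 26 of them had an unadjusted p under 0.05. The number fell to 48 with DESeq2's normal prior and ranged from 93 to 162 over the fits that each left out 1 mouse.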

We noted that 83 genes were deregulated only in AAV-shA4-treated SCA7 mice. However, the analysis of this group of DEGs showed no GO term enrichment (Figure S7F).

## 3. Discussion

To date, there are no effective therapies that significantly modify the course of dominantly inherited CAG/polyQ SCAs. The toxic polyQ SCA proteins trigger a complex cascade of cellular dysfunctions leading to neuronal death. Therefore, preventing this toxic influence by lowering protein expression is currently considered a promising therapeutic approach. However, therapeutic strategies that simultaneously decrease the levels of polyQ-expanded and WT proteins represent a risk for the long-term treatment of patients since the WT SCA proteins have important cellular functions. For instance, ATXN7 is involved in neurodevelopment [28,29,30], and in humans, it can influence the cerebellar volume in healthy adults [31]. To address this limitation, we developed a strategy that targets the disease-causing CAG repeat expansions and that may benefit patients affected by different CAG/polyQ SCAs. To evaluate the therapeutic strategy, we used the SCA7^140Q/5Q^ knock-in mouse model that develops the cerebellar ataxia phenotype in a time frame suitable for preclinical testing. As the mode of delivery, we used the AAV PHP.eB vector that efficiently transduces the cerebellum via non-invasive blood stream injection. Using such a setup, we demonstrated that certain shRNAs are able to target CAG expansions in the cerebellum and to reduce the level of cerebellar mATXN7, however, with a variable degree of allele selectivity and safety profile. We showed that the CAG-targeting shA4 is the most active and allele-selective shRNA and led to the reduction of the mATXN7 cerebellar level by 50%, which had no significant effect on nATXN7. In addition, we showed that the AAV-shA4 treatment of SCA7 mice at an asymptomatic stage resulted in improvement of motor and behavioral phenotypes in the open-field test and was otherwise well tolerated up to 23 weeks post-injection. Finally, AAV-shA4 treatment led to the significant correction of transcriptional alterations in the cerebellum of SCA7 mice.

### 3.1. Variability of Different shRNAs to Safely and Effectively Target CAG Expansion In Vivo

Previous development of the CAG repeat targeting strategy focused primarily on the design of diverse synthetic reagents to optimize allele selectivity and lowering efficiency features. Despite their potency, these synthetic reagents, such as AON, act transiently and would require repeated administration in the clinic to maintain low levels of the polyQ-expanded protein. In contrast, the delivery of shRNA in a single administration of the viral vector provides a valuable strategy for a long-term lowering effect. Given that cellular shRNA processing can give rise to an array of siRNAs of different lengths [14], the allele selectivity of shRNAs designed on the basis of previously active siRNA sequences is difficult to predict and needs to be assessed again in vivo. Indeed, we tested three shRNAs designed from the most allele-selective sd-siRNA sequences (A2R, A4, and A15) reported previously [8], and only shA4 efficiently reduced mATXN7 levels by 50% in the cerebellum of SCA7 mice and had no effect on nATXN7 levels. shA15 had no lowering activity, while shA2R treatment led to a decrease in both mATXN7 and nATXN7 levels (by 38% and 29%, respectively). Interestingly, Kotowska-Zimmer et al. [17] previously reported that A2R shRNA placed in the pri-miR-136 scaffold and delivered by the intra-striatal injection of the AAV5 vector reduced mutant HTT levels by an average of 50% in HD transgenic mice. It is interesting to note that Kotowska-Zimmer’s and our results demonstrate that a single shRNA (shA2R) targeting the CAG expansion can reduce the level of different polyQ-expanded proteins in different disease mouse models following diverse modes of administration. Moreover, both studies reported a certain degree of toxicity following shA2R treatment.

As shA4, shAG4 also selectively lowered mATXN7 levels by 32% in the SCA7 mouse cerebellum. A4 and AG4 antisense sequences exhibited two mismatches with the targeted CAG repeat located at the same nucleotide positions (9 and 15) but involving different bases at position 15 (adenine in A4 versus guanine in AG4). Interestingly, despite a single base difference, shAG4 but not shA4 caused morbidity in mice. shA4(P10,11), as shA2R, also induced morbidity, while shA15 and shSCR did not in our study. Therefore, the morbidity that we observed was likely shRNA sequence-dependent and independent of ATXN7 lowering and may result from off-targeting by shRNA. In particular, we found that shA2R lowered the level of its off-target TH by 55% in the cerebellum of SCA7 mice. The reduction of TH activity or level was previously shown to cause tremor in mice [25,26]. Therefore, further investigation would be necessary to determine whether the reduced TH level is indeed responsible for the tremors in shA2R-treated SCA7 mice. However, it is important to point out that off-targets may differ between mice and humans, as is the case for shA2R not targeting TH in human, prompting caution in interpreting results obtained in non-human models. As for shAG4, given its ability to selectively lower mATXN7 in mice, it would be interesting to further test the AG4 sequence in the pri-miRNA backbone to see whether the toxicity can be avoided while retaining the selectivity of its lowering activity. Therefore, our experimental setup provides a valuable assessment of the safety and ability of these different shRNAs to achieve the targeting of CAG expansion in the mouse cerebellum, and our study constitutes the groundwork to advance toward active reagents for clinical trials.

### 3.2. Attenuation of Ataxia and Cerebellar Phenotypes by CAG-Targeting Strategy

A previous study showed that weekly intra-cerebrovascular injection of chemically modified pure (CUG)7 RNA into SCA3-MJD84.2 and SCA1154Q/2Q mice models resulted in reduced expression of mutant ATXN3 and ATXN1, respectively [16]. However, the effect of this treatment on the ataxia phenotype could not be assessed, possibly due to the very mild or late phenotype of these models. In contrast, the SCA7^140Q/5Q^ knock-in mice readily showed impairment in various motor activity paradigms, including open field tests, which provided a robust readout to test pathology attenuation following treatment [23]. Therefore, we could show that shA4 treatment effectively improved the molecular as well as the behavioral and motor phenotypes of SCA7 mice. Compared to the treatment with the AAV-shSCR control reagent, SCA7 mice treated with AAV-shA4 performed significantly better for several parameters of open field tests, overall demonstrating improved sensori-motor performances and reduced thigmotaxis. AAV-shA4 treatment was also well tolerated up to 23 weeks post-injection and had a very modest effect, per se, on cerebellar transcriptome.

Moreover, shA4 treatment reduced the number of deregulated genes in the SCA7 cerebellum. Restored expression was observed for genes involved in ion channel transport, dendritic formation, and synaptic signaling, which are significant biological pathways previously linked to disease progression in SCA7 mouse cerebellum [23]. In particular, shA4 treatment appeared to attenuate the disease burden of PCs by preventing the downregulation of 24 PC-type-specific genes associated with the synaptic signaling process. It was documented that PCs in SCA7 mice have altered synaptic contact with climbing fibers of inferior olivary neurons and defects in spontaneous firing activity [23] and that many PC identity genes related to synaptic functions are repressed when analyzed in bulk or single-nuclei RNA-seq transcriptomics [23,32]. Interestingly, among the 24 PC genes with restored expression, seven genes (*Abr*, *Calb1*, *Htr1b*, *Itpr1*, *Kcnip1*, *Kcnma1*, and *Mtss1*) were part of a group of 80 PC-type-specific downregulated genes common to the SCA1, SCA2, and SCA7 mouse models and composed an ataxia molecular signature [23]. This signature was notably enriched in genes involved in critical PC functions, such as spontaneous firing, synaptic signaling, and long-term depression [23]. It is noteworthy that *Itpr1*, *Calb1*, *Mtss1*, and *Kcnma1* are known to cause ataxia when mutated in human or mouse models. Mutations in *Itpr1*, which encodes an inositol 1,4,5-trisphosphate receptor involved in calcium release from the endoplasmic reticulum, cause SCA15. Null mutations in *Calb1* (calcium-binding protein) lead to deficits in motor coordination and dendritic calcium signaling in mice [33]. *Kcnma1* encodes the alpha subunit of the large conductance calcium-activated potassium BK channel in PCs, and loss-of-function mutations cause ataxia in mice [34]. *Mtss1*, which encodes an I-BAR containing membrane curving protein involved in the formation of the dendritic arborization of PCs, induces ataxia and elevated levels of activated SFK when mutated in mice [35]. Interestingly, compounds that improve BK channel activity or inhibit SFK activation restore PC firing activity and motor functions in SCA1 mice [36,37]. The genes *Kcnip1* (voltage-gated potassium (Kv) channel-interacting protein) and *Htr1b* (serotonine receptor) play a role in the GABAergic transmission of PCs [38,39], and *Abr* (containing a GTPase-activating protein domain) is involved in cerebellar development [40]. Finally, our transcriptome analysis also identified another PC-type-specific gene, *Scn4b* (sodium channel, type IV, beta), for which the expression level was reduced in the control AAV-shSCR-treated mice and significantly restored in AAV-shA4. Targeted disruption of *Scn4b* in mice results in impaired motor performance and disruption of the high-frequency firing of adult PCs [27]. Therefore, restored expression of this set of genes may contribute to improving the PC activity and motor coordination in SCA7 mice. Taking together all observed benefits of shA4 treatment, our study provides proof of the concept that a CAG repeat-targeting strategy can improve behavioral, motor, as well as molecular phenotypes in a preclinical ataxia mouse model.

### 3.3. Efficacy and Limitation of AAV PHP.eB Serotype for Preclinical Trial in SCA7 Mouse

In a previous study [41], it was shown that different AAV serotypes delivered locally in the cerebellum or systemically via the vasculature can be used to target specific cerebellar cell populations. In the present study, we confirmed that the intravascular systemic injection of the AAV PHP.eB efficiently transduced the PC population based on eGFP fluorescence, while granule neurons, which compose almost 99% of cerebellar neurons, were rarely transduced. Other cells in the molecular layer and deep cerebellar nuclei were also transduced by AAV PHP.eB. In an earlier study of the SCA7 cerebellum, PCs showed the most intense mATXN7 immunolabeling and were morphologically and functionally affected [23]. Since the retro-orbital delivery of AAV PHP.eB shA4 treatment led to a 50% reduction in mATXN7 in the cerebellum of SCA7 mice, we assumed that mATXN7 levels decreased primarily in PCs, which is consistent with restored expression of key PC-specific genes. Further evidence of the efficient transduction of PC population by AAV PHP.eB was provided by the fact that shA2 treatment led to a reduced level of the TH off-target, which is highly expressed only by the PCs in the cerebellum.

Although the cerebellum is a major target for therapeutic development in ataxias, other brain structures are often affected and must also be considered. Recent magnetic resonance imaging of SCA7 mice revealed progressive atrophy of several forebrain regions, including the striatum and hippocampus [42]. We found that systemic injection of AAV PHP.eB efficiently transduced the striatum and hippocampus and led to a reduction of mATXN7 level (by 56% and 39%, respectively) by shA4 treatment. It was previously estimated that around 15% of cells are transduced in these regions by intravascular injection of AAV PHP.eB at an equivalent dose [24]. Therefore, further studies will be needed to determine whether mATXN7 reduction rescues neuronal pathology in these regions and contributes to phenotype improvement.

Photoreceptor degeneration is also a major pathological feature of SCA7 patients and SCA7 knock-in mice [23,43]. As previously reported [44], we also found that AAV PHP.eB was ineffective in transducing retinal photoreceptors in SCA7^140Q/5Q^ mice, and consequently, we could not assess the efficacy of shA4 treatment on visual function. The use of other AAV vector isotypes and/or different delivery routes would be necessary to specifically target retinal photoreceptors in the SCA7^140Q/5Q^ model.

### 3.4. Towards Further Advancement of CAG-Targeting Strategies

In this present study, we showed that systemic administration of shA4 treatment with AAV PHP.eB at the asymptomatic stage in SCA7 mice resulted in a 39–56% reduction of mATXN7 in defined brain regions, including the cerebellum, improved behavioral and motor phenotypes, and restored PC type-specific gene expression. Although the allele discrimination we observed by western blot analysis is promising, given the technical limitations associated with analyses of protein levels in brain tissue, future studies of the extent and persistence of the allele selectivity over time will be needed to establish the basis for progress towards clinical work. In any case, the current results suggest that targeting of the CAG expansion in SCA7 patients, even with a modest decrease in the mutant protein, may provide beneficial improvement in neurological symptoms.

Our results indicate that selective targeting of CAG expansion can be achieved in the context of SCA7^140Q/5Q^ mice, which express a large expansion on the mutated allele and a very short CAG tract on WT. When considering a treatment for SCA7 patients, it should be noted that ATXN7 normal alleles contain relatively short CAG tracts, usually 10 CAGs [20,21]. As the average size of pathogenic alleles is 51 ±13 CAGs, targeting expansion of this range in vivo needs to be demonstrated. On the other hand, it is well known that CAG expansion in the ATXN7 locus is extremely unstable and can increase to >100 CAGs in germline and somatic cells [45]. Therefore, somatic expansion of CAG repeats could be a critical factor in favoring the selectivity of mutant alleles targeting with reagents such as shA4 and shAG4. Further analysis of these reagents in other CAG/polyQ disease models is warranted, in particular because somatic expansions have also been reported.

In the past years, three AONs have been evaluated in clinical trials for HD and have been discontinued. A non-selective AON-lowering total HTT in a Phase III trial (NCT03761849) was halted due to worsening disease status, and two SNP-mediated allele-selective AONs in Phase I/IIa trials (NCT03225833 and NCT03225846) did not lead to a significant reduction of the mutant HTT. More recently, allele-selective AON reagents targeting CAG repeats have progressed to a clinical-stage program for HD, SCA1, and SCA3 (NCT05822908). In this context, our positive results using the AAV-PHP.eB delivery of CAG-targeting shRNA reagents provide a different but promising therapeutic approach for CAG/polyQ SCAs.

## 4. Materials and Methods

### 4.1. Mouse Information

The SCA7^140Q/5Q^ knock-in mice were kept on C57Bl/6J background and bred in the Mouse Clinical Institute (Illkirch, France) with a 12 h light/dark cycle and free access to food and water. Genotyping was performed by PCR as described previously [23]. WT and SCA7 males and females were analyzed (unless indicated), without mixing the genders within the same treatment group. All animal procedures were carried out in strict accordance with the French national laws for laboratory animal welfare and the guidelines of the Federation of European Laboratory Animal Science Associations, based on European Union Legislation (Directive 2010/63/EU). 

### 4.2. Adeno-Associated Virus Production

Recombinant AAV serotype PHP.eB was generated by a triple transfection of the HEK293T/17 cell line using polyethylenimine (PEI) transfection reagent and the 3 following plasmids: pAAV-CMV-eGFP-H1-shRNA (expressing shRNAs targeting CAG repeats or scrambled, sequences given in Figure 1B and Figure 4A), pUCmini-iCAP-PHP.eB [18] (encoding the AAV serotype PHP.eB capsid), and pHelper (Agilent, Santa Clara, CA, USA) (encoding the adenovirus helper functions). After 48 h of transfection, rAAV vectors were harvested from the cell lysate and treated with Benzonase (Merck Millipore 101697, Molsheim, France) at 100 U/mL. They were further purified by gradient ultra-centrifugation with Iodixanol (OptiprepTM density gradient medium, Sigma-Aldrich, Saint-Quentin-Fallavier, France)) followed by dialysis and concentration against Dulbecco’s Phosphate Buffered Saline (DPBS) (Sigma-Aldrich) using centrifugal filters (Amicon Ultra-15 Centrifugal Filter Devices 100K, Merck Millipore). Viral titers were quantified by real-time PCR using the LightCycler480 SYBR Green I Master (Roche Diagnostics, Meylan, France) and primers targeting the eGFP sequence. Titers were expressed as viral genome copies per milliliter (vgc/mL).

### 4.3. Primary Cell Culture and Transfection/Transduction

Mouse fibroblasts were obtained from E13.5 EMbryos of SCA7 heterozygous mice. They were grown for 3 days in DMEM supplemented with 10% FCS and 40 µg/mL of gentamycin. Subsequently, mouse fibroblasts were transduced with AAV-shA2R and AAV-shSCR at two concentrations (MOI 10^5^ or 10^6^) and lysed 6 days post-transduction for a subsequent western blot analysis. Mouse cortical glial cultures were obtained from the post-natal 2-day-old pups of SCA7 heterozygous and homozygous mice and WT littermates. Cultures were grown for 13 days on poly-DL-ornithine-coated plates in DMEM supplemented with 10% FCS, 6 g/L glucose, and 1× Pen/Strep. Oligonucleotides (ONs) were synthesized by Future Synthesis (Poznan, Poland. The sequence of ONs used in this study is as follows: A2/A2M: 5′GCUGCUGCAGCUGCUGCUGCU (A2 is RNA oligonucleotide, whereas A2M contains 5′ Phosphorylation as well as 2′Fluoro-, 2′-O-Methylo- and Phosphorothioate modifications) [8,12]. Glial cell transfections were performed using Lipofectamine 2000 (Invitrogen, Waltham, MA, USA), according to the manufacturer’s instructions. Transfection efficiency was monitored using a control BlockIT fluorescent siRNA (Invitrogen). Cells were lysed 3 days post-transfection for a subsequent WB analysis.

### 4.4. Retro-Orbital Viral Injections in Mice

Before retro-orbital intravenous injections of AAVs, 4.5–5.5 week-old mice were anesthetized by intraperitoneal injection with a mixture of ketamine and xylazine (120/20 mg/kg). They were injected into the right retro-orbital vein sinus with a volume of AAV sample adjusted for the appropriate tested dose and based on mice weight. Untreated SCA7 and WT mice were injected with equivalent volumes of saline solution. The mice from the same experimental group were injected during the same procedure.

### 4.5. Vector Genome Copy Number

Cerebellum, striatum, hippocampus, and liver were lysed in lysis buffer (50 mM Tris pH 8.0, 0.2 M NaCl, 5 mM EDTA, 1% SDS, 0.6 mg/mL proteinase K), and DNA was extracted with phenol-chloroform. Vector genome copy number was measured by quantitative real-time PCR on 5 ng of genomic DNA using the Light Cycler 480 SYBR Green I Master (Roche Diagnostics). The results (vector genome copy number per cell) were expressed as *n*-fold differences in the transgene sequence copy number relative to the copy of the housekeeping mouse TATA-binding protein gene as the internal standard (number of viral genome copies for 2N genome).

### 4.6. eGFP Fluorescence Acquisition

Cryosections: Mice were anesthetized by intraperitoneal injection with a mixture of ketamine and xylazine (100/10 mg/kg) and transcardially perfused with PBS 1x. Brains were immediately dissected, incubated in 4% PFA/PBS 1x overnight, washed 3 times in PBS 1x, cryopreserved with 30% sucrose, mounted in Shandon Cryomatrix embedding resin (Thermo Fisher Scientific, Illkirch-Graffenstaden, France), and immediately frozen. The 14–20 μm brain sagittal cryosections (Leica CM 3050S, Leica, Nanterre, France) were collected and stored at −80 °C. Vibratome sections: Brains were fixed and washed as described above and mounted in 2% agarose/PBS 1x. Vibratome sagittal sections (Leica VT 1000S, Leica) of 50 μm were collected, washed in PBS 1x and then in 20% glycerol/PBS 1x, and stored in 60% glycerol/PBS 1x at −20 °C. The 60% glycerol/PBS 1x was washed out using 20% glycerol/PBS 1x and subsequently PBS 1x before mounting for acquisition. Sections were permeabilized in PBST 1x (PBS 1x/0.1% Triton X-100). Nuclei were counterstained with 1 μg/mL of DAPI (4′,6-diamidino-2-phenylindole dihydrochloride). Slides were mounted with Aqua Poly Mount (Polysciences, Warrington, PA, USA), dried, and stored at +4 °C protected from light. Brain images were acquired either with the Hamamatsu NanoZoomer 2.0 slide scanner (Hamamatsu Photonics, Massy, France) or with a Spinning disc with Leica DMI 8 inverted microscope (Leica) equipped with Hamamatsu Orca flash 4.0 Camera 5 (Gataca Sytem, Massy, France) connected with Metamorph software v7.6 (Molecular Devices, San Jose, CA, USA). For the acquisitions, diode lasers (405, 488 nm) were used. Image brightness and contrast were equivalently adjusted in Fiji software v2.1.0 for display purposes when necessary.

### 4.7. Western Blot Analysis

Brain structures from PBS-perfused animals were dissected and snap frozen in liquid nitrogen. Their whole cell extracts were obtained by the lysis and sonication of the tissue in 150 to 500 µL of the buffer containing 60 mM Tris-Cl (pH 7.5), 2% SDS, 10% sucrose, Protease Inhibitor Cocktail (Roche Diagnostics). Protein concentrations were measured using a BCA assay. A total of 35–60 µg (brain tissue) and 50 µg (cell culture) of total proteins were used for electrophoresis. Electrophoresis was run in NuPAGE™ 3–8% Tris-Acetate Protein Gels in NuPAGE™ Tris-Acetate SDS Running Buffer (Thermo Fisher Scientific). Following electrophoresis, proteins were transferred on nitrocellulose membrane for 2 h at 200 mA. Antibodies were diluted in PBSTM 1x (PBS 1x with 0.1% Tween, and 5% non-fat milk). The following primary antibodies were applied overnight at 4° C: anti-ATXN7, 1:1000 (Thermo Fisher ScientificPA1-749); anti-Vinculin, 1:1000 (Cell Signaling Technology 4650, Danvers, MA, USA); anti-IRF7, 1:5000 (Ozyme 24129S, Saint-Cyr-L’Ecole, France); anti-IFNB, 1: 5000 (Sigma-Aldrich AB2215); anti-TH 1: 1000 (SySy 213102, Synaptic System, Gottingen, Germany); anti-GFAP, 1:1000 (Merck Millipore, MAB3402); anti-ACT1, 1:5000 (IGBMC 2D7, Illkirch, France); anti-GAPDH, 1:10,000 (Merck Millipore MAB374); anti-TUB, 1:2000 (IGBMC 2A2). Secondary antibodies (Peroxidase AffiniPure F(ab’)_2_ Fragment Goat Anti-Rabbit IgG (H + L) (GARPO; 1:10,000, Jackson ImmunoResearch Lab., West Groove, PA, USA), Peroxidase AffiniPure Goat Anti-Mouse IgG (H + L) (GAMPO; 1:10,000, Jackson ImmunoResearch Lab.), and Donkey anti-Goat IgG (H + L) HRP (DAGPO, 1:10,000, Thermo Fisher Scientific) were applied in PBSTM 1x for 1 h at room temperature, washed three times in PBST 1x, and proteins were detected using SuperSignal West Pico PLUS Chemiluminescent kit (Thermo Fisher Scientific). A chemiluminescent signal was acquired on Amersham Imager 600 (Thermo Fisher Scientific). Images were analyzed using Fiji software v2.1.0.

### 4.8. Filter Trap Assay

For the detection of SDS insoluble protein aggregates, samples of a concentration of 5 µg/µL were thawed on ice, vortexed, and 15 µg of protein in 2% SDS in DPBS with 100 mM DTT in a total volume of 100 µL was prepared. Amersham Protran 0.45 µm nitrocellulose membrane (10600002, GE Healthcare, Sigma-Aldrich) was preincubated in DPBS (Thermo Fisher Scientific) with 2% SDS for 5 min and placed into the Minifold^®^ II Slot Blot System (Schleicher & Schuell, GmbH, Dassel, Germany). Wells were washed with 0.1% SDS in DPBS, samples were applied, and wells washed again, once with 0.1% SDS in DPBS and once with DPBS, each after all remaining liquid from the previous step had passed through the membrane. After disassembling the slot blot system, membranes were washed 5 min in TBS and blocked in 5% skim milk powder in TBST for 1 h at RT. To detect mATXN7 aggregates, primary antibody PA1-749 (1:1000 in TBST) was incubated overnight at 4 °C. For fluorescence detection, secondary IRDye antibody goat anti-rabbit 800CW (1:10,000 in TBST, LI-COR Biosciences; Cat# 926-32211, Lincoln, NE, USA) was incubated for 1 h, washed trice with TBST for 30 min, and detected with the LI-COR ODYSSEY^®^ FC (LI-COR Biosciences). Quantification of signal was performed with LI-COR Image Studio Lite software, v4.0.21. Signal intensities were plotted against shSCR treatment.

### 4.9. Open Field Test

The open fields were placed in a room homogeneously illuminated at 150 lux. Mice were tested in automated open fields (44.3 × 44.3 × 16.8 cm, Panlab, Barcelona, Spain) and were virtually divided into central and peripheral regions. Each mouse was placed in the periphery of the open field and allowed to explore freely for 30 min, with the operator outside the test room. The distance traveled, the number of rears, average speeds, and resting time were automatically recorded and reflect the general locomotor or motor activity phenotype. The number of entries and the time spent in the central and peripheral regions were used as an index of emotionality/anxiety [46].

### 4.10. RNA-Seq Library Preparation, Sequencing and Data Analysis

Total RNA samples were extracted from 1 cerebellum/sample using TriReagent (Molecular Research Center, Cincinnati, OH, USA) following the manufacturer’s instruction. RNA-Seq libraries were generated from 200 ng of total RNA using Illumina Stranded mRNA Prep, a Ligation kit, and IDT for Illumina RNA UD Indexes Ligation, according to manufacturer’s instructions (Illumina, San Diego, CA, USA). Briefly, Oligo(dT) magnetic beads were used to purify and capture the mRNA molecules containing polyA tails. The purified mRNAs were then fragmented at 94 °C for 8 min and copied into first strand complementary DNA (cDNA) using reverse transcriptase and random primers. Second strand cDNA synthesis further generated blunt-ended double-stranded cDNA and incorporated dTTP in place of dUTP to achieve strand specificity by quenching the second strand during amplification. Following A-tailing of DNA fragments and ligation of pre-index anchors, PCR amplification was used to add indexes and primer sequences and to enrich DNA libraries (30 s at 98 °C [10 s at 98 °C, 30 s at 60 °C, 30 s at 72 °C] × 13 cycles; 5 min at 72 °C). Surplus PCR primers were further removed by purification using SPRIselect beads (Beckman-Coulter, Villepinte, France), and the final libraries were checked for quality and quantified using capillary electrophoresis. Libraries were sequenced on an Illumina Hiseq 4000 sequencer as single-read 50 bases following Illumina’s instructions.

Image analysis and base calling were performed using RTA 2.7.7 and bcl2fastq version 2.20.0.422. According to Illumina Stranded mRNA Prep Ligation—Reference Guide—PN 1000000124518, the first base of each read was trimmed. Reads were preprocessed using cutadapt version 1.10 [47] to remove adapter, polyA, and low-quality sequences (Phred quality score below 20); reads shorter than 40 bases were discarded for further analysis. Reads mapping to rRNA were also discarded (this mapping was performed using bowtie version 2.2.8 [48]). Reads were then mapped onto mm10 mouse genome assembly using STAR version 2.5.3a [49]. Quantification of gene expression was performed using HTSeq v0.6.1p1 [50] and gene annotations from Ensembl release 102. Differential gene expression analysis was performed using R version 3.3.2 and DESeq2 version 1.16.1 Bioconductor library [51]. *p*-values were adjusted for multiple tests using the Benjamini and Hochberg method [52]. Gene expression values (indicated as reads per kilobase (RPK) throughout the Section 2) correspond to read counts normalized across libraries with the method proposed by [53] (size factors computed using DESeq2 v1.16.1 Bioconductor library) and divided by gene length (calculated as the median of the length of all transcripts corresponding to this gene in kb). Genes were considered expressed only when RPK ≥ 1 as a mean of WT samples. Gene functional annotations were performed using ShinyGO v0.80 (http://ge-lab.org/go/, accessed on 19 January 2023) [54].

### 4.11. Experimental Design and Statistical Analysis

Data were analyzed using GraphPad Prism 8 and R. For a comparison of two groups, data were tested for normality using Shapiro’s test. Differences between means were assessed with unpaired Student’s *t* test, one-way ANOVA, or ordinary two-way ANOVA followed by post-hoc Tukey’s test testing of pairwise comparisons among genotypes and treatments. Significance was established at *p* < 0.05. Data are expressed as mean ± SEM unless indicated. Further information is indicated in the figure legends. Datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## Figures and Tables

**Figure 1:**
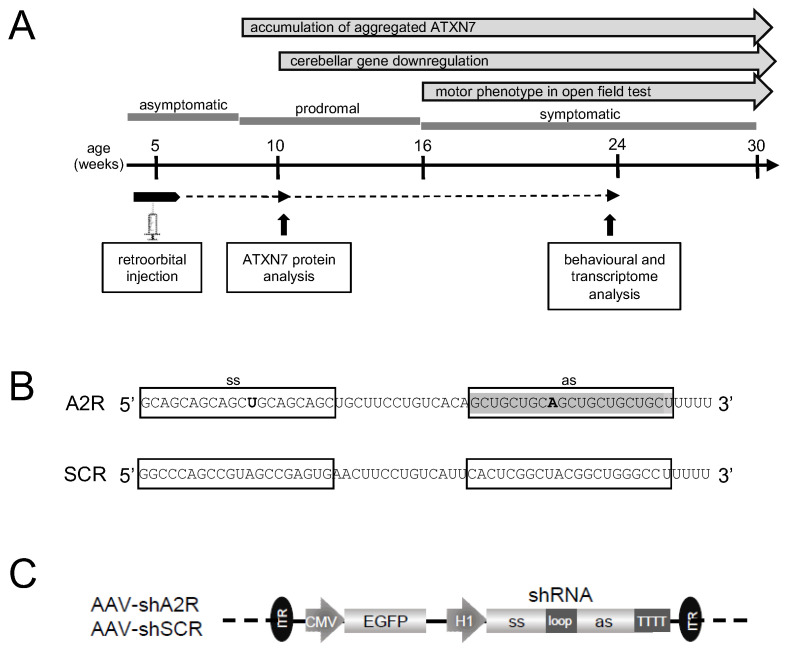
Experimental design: (**A**) Timeline of disease onset and progression in SCA7^140Q/5Q^ knockin mice. Mice were injected retro-orbitally into their blood stream at an asymptomatic stage of 5–6 weeks of age. A prodromal period is characterized by progressive molecular alterations, notably the accumulation of aggregated mATXN7 observed at 8–10 weeks and the downregulation of PC type-specific genes from 12 weeks. The symptomatic period is characterized by progressive motor and behavioral dysfunctions that manifest from 16 weeks, as revealed by an open field test. The lifespan of SCA7 mice is shortened to about 55–60 weeks. (**B**) Nucleotide sequence of A2R and scrambled (SCR) shRNAs. Ss, sense strand; as, antisense strand. The as of shA2R corresponds to A2 sd-siRNA [8]. (**C**) Construct of AAV PHP.eB vector containing two expression cassettes: CMV promoter driving eGFP to trace the efficiency of AAV transduction in vivo and H1 promoter driving shA2R or shSCR. ITR, inverted terminal repeats.

**Figure 2:**
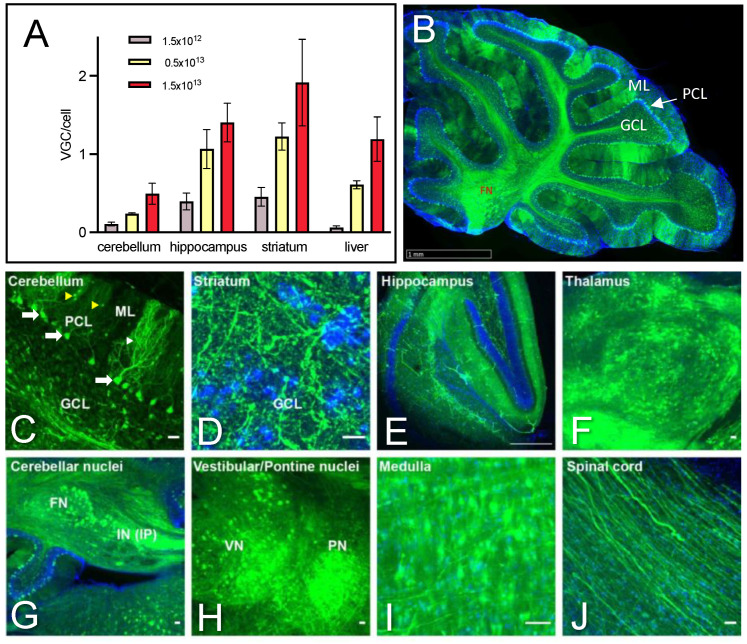
AAV PHP.eB efficiently transduces cerebellar and cerebellar-associated structures. (**A**) Viral genome copy per cell (vgc/cell) in different mouse tissues 4 days after injection of AAV PHP.eB at increasing doses (vg/kg). Data are expressed as mean ± SEM (*n* = 4/tissue). (**B**) Detection of eGFP signal (green) in the majority of PCs on sagittal sections of the cerebellum of mice injected with 1.5 × 10^13^ vg/kg and analyzed 4 weeks post-injection. (**C**) Higher magnification of PC showing eGFP-positive soma (white arrows) and dendritic arbors (white arrowhead). A number of cells in the molecular layer (yellow arrowheads) (likely stellate and basket neurons) were also eGFP-positive. (**D**–**E**) An eGFP-positive signal was observed in fibers of striatal neurons (**D**) and the hippocampal molecular layer (**E**). (**F**–**J**) An eGFP-positive cell soma was detected at high density in the thalamus (**F**), cerebellar nuclei (**G**), vestibular and pontine nuclei (**H**), and the medulla (**I**), and the spinal cord shows eGFP-positive fibers (**J**). FN, fastigial nucleus; GCL, granule cell layer; IP, interposed nucleus; IN, intracerebellar nucleus; ML, molecular layer; PC, Purkinje cell; PCL, PC layer. Scale bars: ((**B**) 1 mm; (**C**,**J**) 10 µm; (**D**) 5 µm; (**E**–**I**) 50 µm).

**Figure 3:**
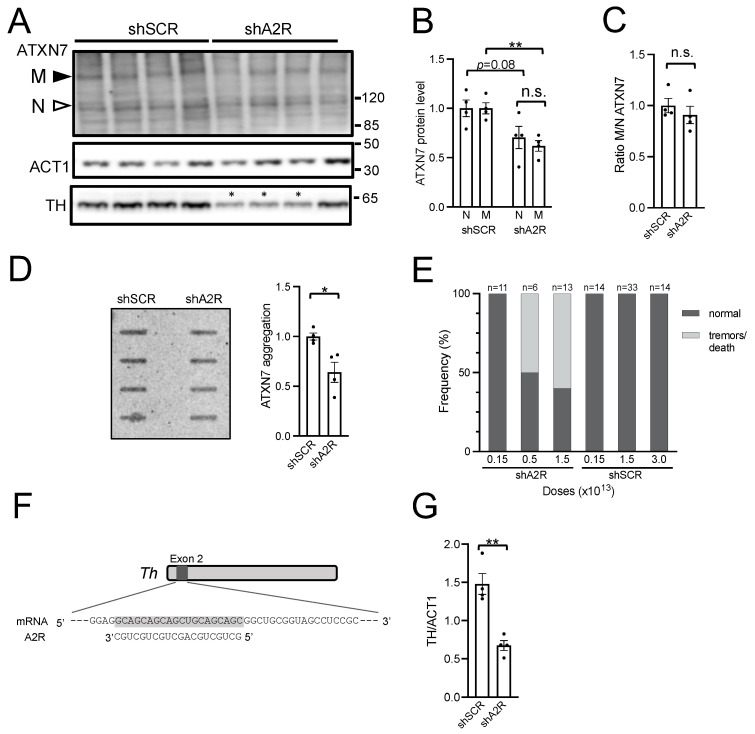
Analysis of the efficacy, allele selectivity, and safety of AAV-shA2R injection in SCA7 mice. (**A**) Representative western blot analysis of soluble normal (N) and mutant (M) ATXN7, Actin-1 (ACT1), and Tyrosine hydroxylase (TH) in the cerebellum of SCA7 mice injected with AAV-shA2R or AAV-shSCR at 1.5 × 10^13^ vg/kg. Mice were injected at the age of 6 weeks and were sacrificed at 10 weeks for analysis. The asterisk indicates 3 mice that developed a tremor-like phenotype. (**B**) Signal intensities of soluble nATXN7 and mATXN7 were normalized to ACT1 levels and plotted relative to shSCR conditions with the mean set at 1. (**C**) Ratio of signal intensities of mATXN7/nATXN7 normalized to ACT1 levels. (**D**) Signal intensities of aggregated mutant ATXN7 in cerebellar protein extracts assessed using on filter trap assay. The intensities were plotted relative to SCR conditions. (**E**) Dose dependent adverse side effects of shA2R. The affected mice (light grey) either presented with a tremor phenotype and had to be sacrificed or died during the course of the experiment. (**F**) A 20-nucleotide complementarity to the antisense sequence of shA2R with the mouse Th transcript. (**G**) Signal intensities of TH normalized to ACT1 levels. Data are expressed as mean± SEM and were analyzed using two-tailed Student’s *t*-test. * *p* < 0.05; ** *p* < 0.01. n.s. for not significant.

**Figure 4:**
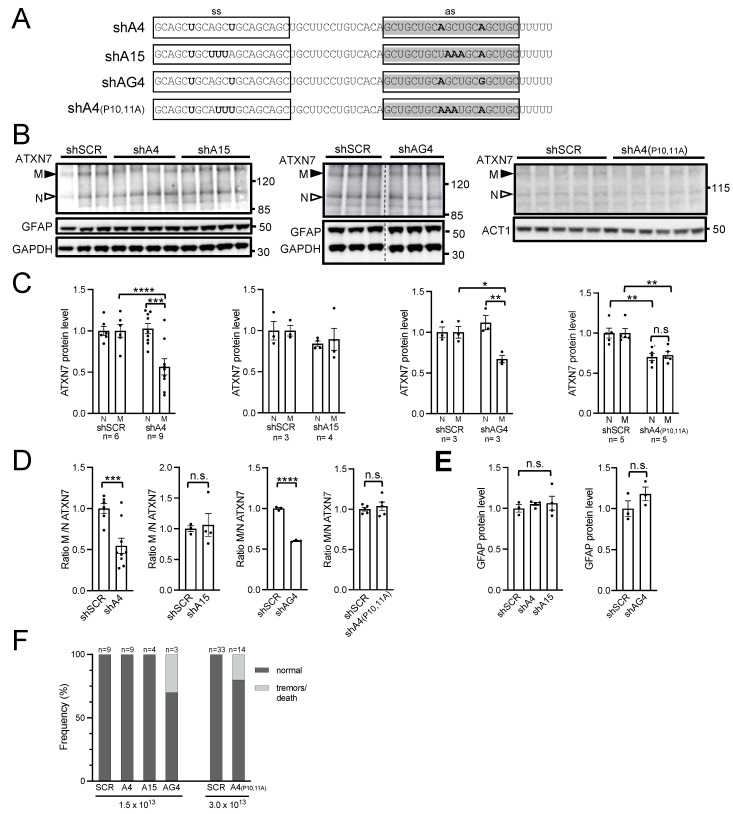
In vivo analysis of the efficacy, allele selectivity, and safety of shRNAs A4, A15, AG4, and A4(P10,11). (**A**) Nucleotide composition of shRNAs. ss, sense strand; as, antisense strand. The as of shA4 and shA15 corresponds to A4 sd-siRNA and A15 sd-siRNA [8]. (**B**) Representative western blot analysis of ATXN7, ACT1, GFAP, and GAPDH in the cerebellum of SCA7 mice injected with different AAV vectors. The 5-week-old SCA7 mice were injected at 1.5 × 10^13^ vg/kg with AAV-shA4, AAV-shA15, AAV-shAG4, or AAV-shSCR, and at 3.0 × 10^13^ vg/kg with AAV-shA4(P10,11A) and AAV-shSCR. Mice were sacrificed at 5 to 7 weeks post-injection for analysis, depending on the experimental group. Note that the blot in the middle panel was spliced in the center (vertical dotted line) to remove samples from an unrelated treatment and did not have other manipulation. (**C**) Signal intensities of normal (N) and mutant (M) ATXN7 normalized to GAPDH or ACT1 levels and plotted relative to SCR conditions with mean set at 1. The graph for the experimental group AAV-shA4 and AAV-shSCR combined data from two independently injected cohorts of mice. (**D**) Ratio of signal intensities of mATXN7/nATXN7 normalized to GAPDH or ACT1 levels and plotted relative to SCR conditions with the mean set at 1. (**E**) Signal intensities of GFAP normalized to GAPDH levels and plotted relative to SCR conditions with mean set at 1. (**F**) Frequency of adverse side effects of the different AAV-shRNAs injected at the indicated doses. Data are expressed as mean± SEM and were analyzed using two-tailed Student’s *t*-test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001. n.s. for not significant.

**Figure 5:**
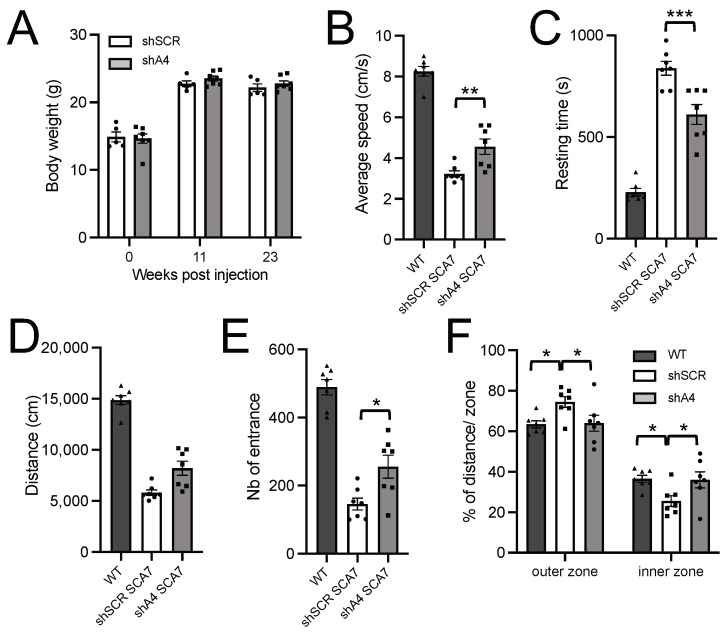
Improvement of sensorimotor activity of SCA7 mice treated with AAV-shA4. (**A**) Post-injection body weight of SCA7 mice treated with AAV-shSCR or AAV-shA4 at 5 weeks of age. Data are mean ± SEM (n = 7 SCA7 males for shA4 and 5 SCA7 males for shSCR). Ordinary two-way ANOVA. (**B**–**F**) Open field analyses of SCA7 mice treated with AAV-shA4 and AAV-shSCR, and age-matched WT mice. AAV-shA4-treated SCA7 mice had improved locomotor performance and exploration activity at 23 weeks post-injection, compared to control AAV-shSCR-treated SCA7 mice. Data are mean ± SEM. One-way ANOVA followed by post hoc Tukey’s test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
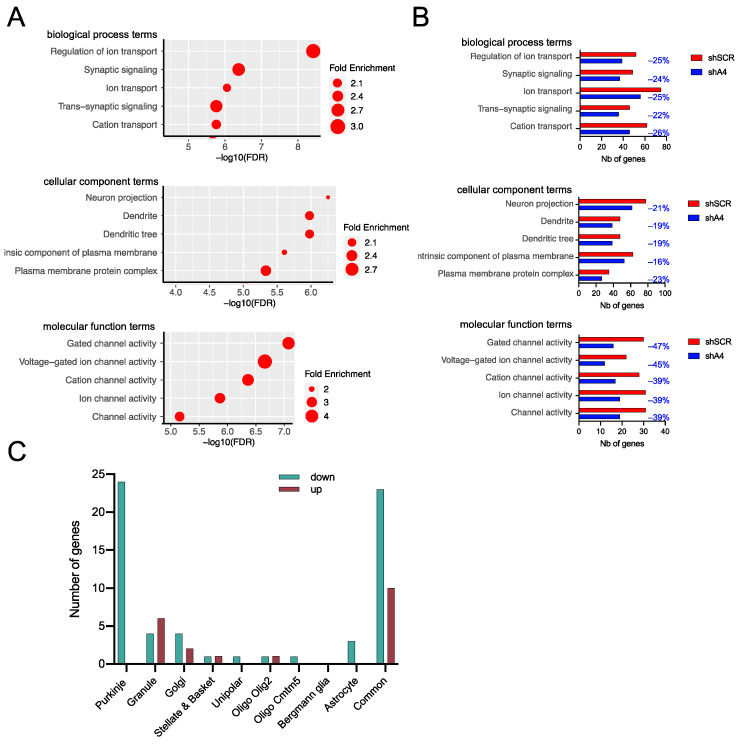
Analysis of differentially expressed genes in AAV-shSCR- and AAV-shA4-treated SCA7 mice compared to WT mice. (**A**) Gene ontology (GO) term enrichment for the 426 DEGs between AAV-shSCR-treated SCA7 mice (*n*= 5 males) and WT mice (*n* = 4 males) calculated with ShinyGO v0.80. The 5 most enriched GO terms of each category are sorted by –Log10(FDR). (**B**) Comparison of the number of DEGs accounting for each major enriched GO term in the transcriptomes of AAV-shSCR- and AAV-shA4-treated SCA7 mice, relative to WT mice. The values in blue represent the percentages of genes (–%) that are deregulated in AAV-shSCR but are restored to a FC < 1.3 or are not deregulated in AAV-shA4-treated SCA7 mice anymore. (**C**) Cell type-specific distribution of genes that are deregulated in AAV-shSCR but are restored to an FC < 1.3 or are not deregulated in AAV-shA4-treated SCA7 mice anymore. Among the 140 genes deregulated only in AAV-shSCR-treated SCA7 mice, 82 genes were assigned to one or more cerebellar cell types.

## Data Availability

The RNA-seq data were deposited in NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/ (accessed on 10 October 2023)) and are accessible through accession number GSE244970. Other data that support the findings of this study are available from the corresponding authors on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25084354/s1.

# Supplementary material for: AAV-Mediated CAG-Targeting Selectively Reduces Polyglutamine-Expanded Protein and Attenuates Disease Phenotypes in a Spinocerebellar Ataxia Mouse Model
**Source:** Int J Mol Sci. 2024 Apr 15;25(8):4354. doi: 10.3390/ijms25084354
**Supplement:** Supplementary file 1

# **AAV-mediated CAG-targeting selectively reduces polyglutamine-expanded protein and attenuates disease phenotypes in a spinocerebellar ataxia mouse model**

Anna Niewiadomska-Cimicka <sup>1\*</sup>, Lorraine Fievet <sup>1</sup>, Magdalena Surdyka <sup>2</sup>, Ewelina Jesion <sup>2</sup>, Celine Keime <sup>1</sup>, Elisabeth Singer <sup>3,4,5</sup>, Aurelie Eisenmann <sup>1</sup>, Zaneta Kalinowska-Poska <sup>2</sup>, Hoa Huu Phuc Nguyen <sup>5</sup>, Agnieszka Fiszer <sup>6</sup>, Maciej Figiel <sup>2</sup>, Yvon Trottier <sup>1\*</sup>

***SUPPLEMENTARY FIGURES S9-S19***  
***(uncropped western blots)***

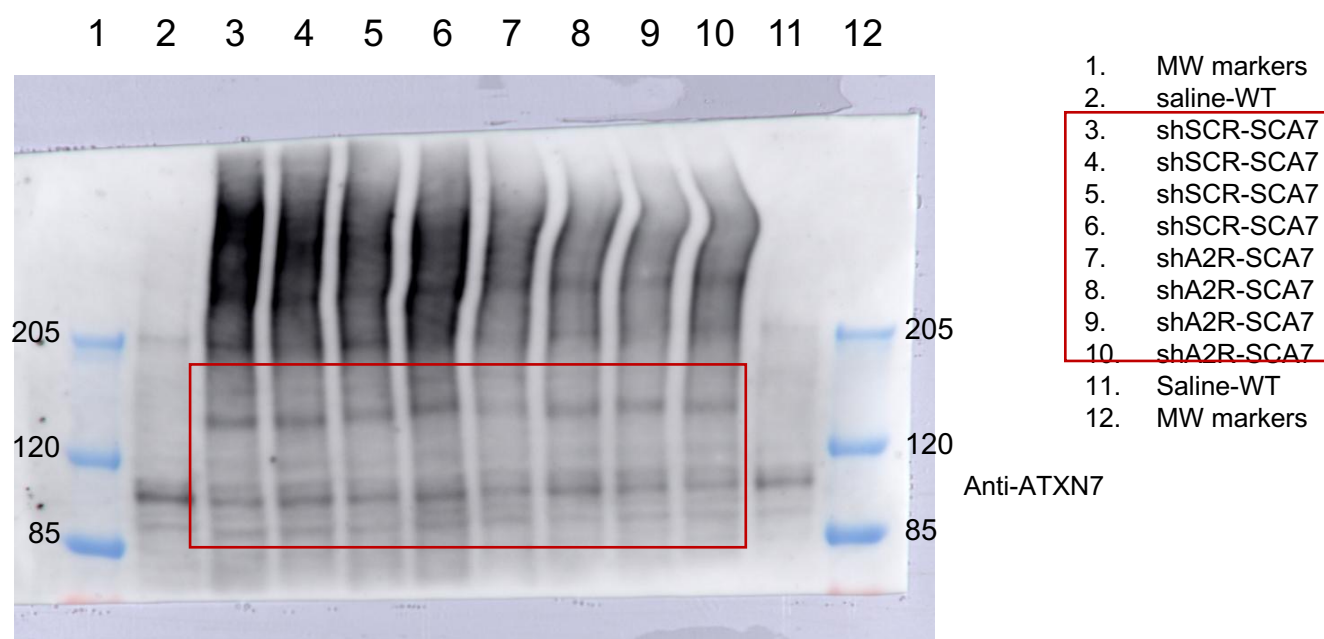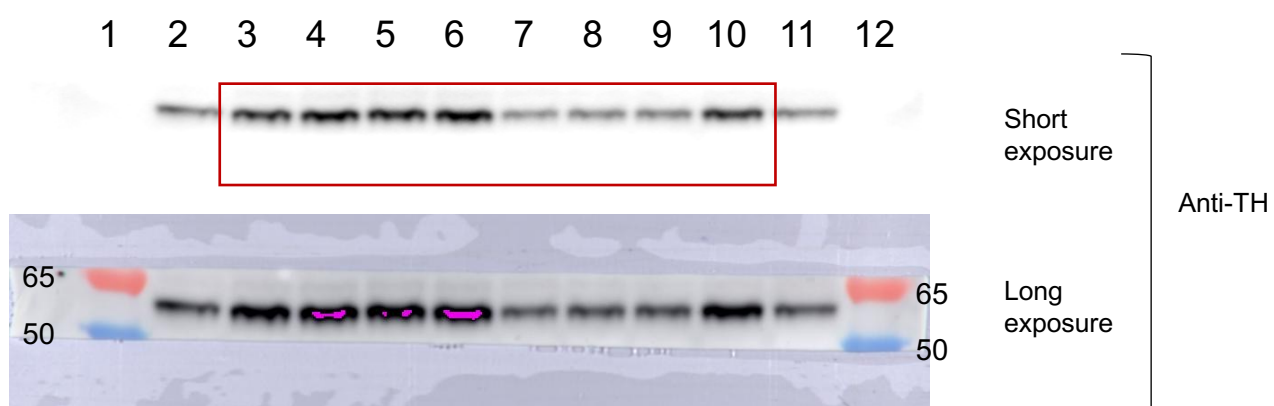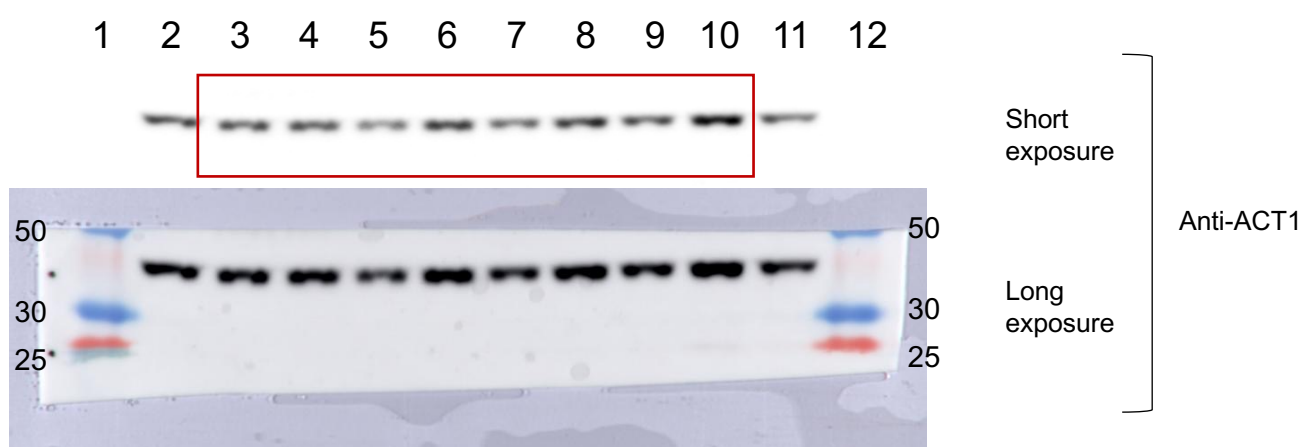

**Supplementary Figure S9. Uncropped western blot images of Fig. 3A showing ATXN7, TH and ACT1 expression in the cerebellum.**

Note: one western blot membrane was cut in three horizontal pieces for three immunodetections.

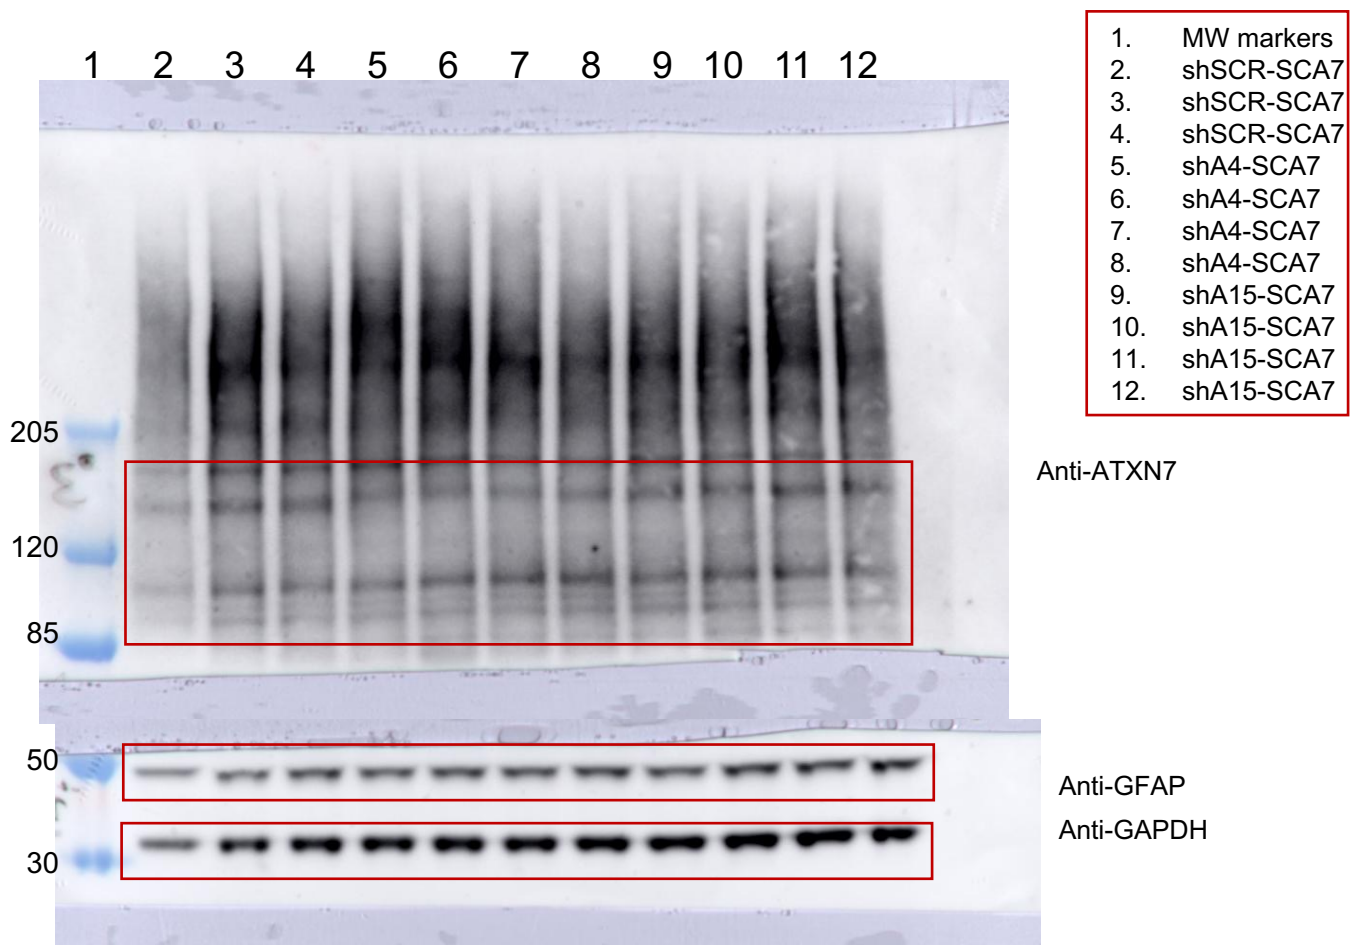

**Supplementary Figure S10. Uncropped western blot images of Fig. 4B left panel showing ATXN7, GFAP and GAPDH expression in the cerebellum.**

Note: one western blot membrane was cut in two horizontal pieces for three immunodetections.

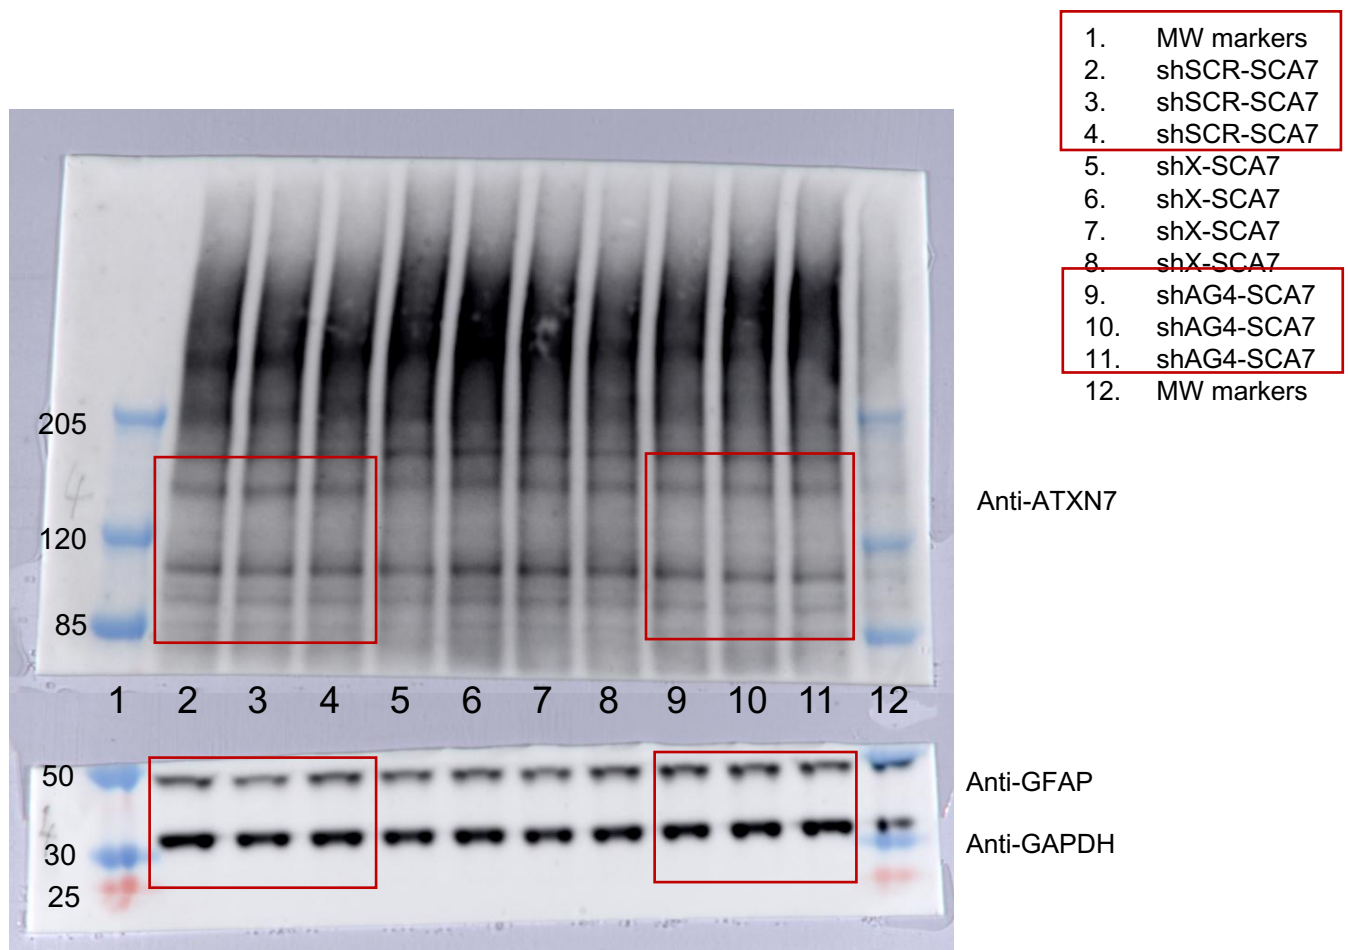

**Supplementary Figure S11. Uncropped western blot images of Fig. 4B middle panel showing ATXN7, GFAP and GAPDH expression in the cerebellum.**

Note: one western blot membrane was cut in two horizontal pieces for three immunodetections.

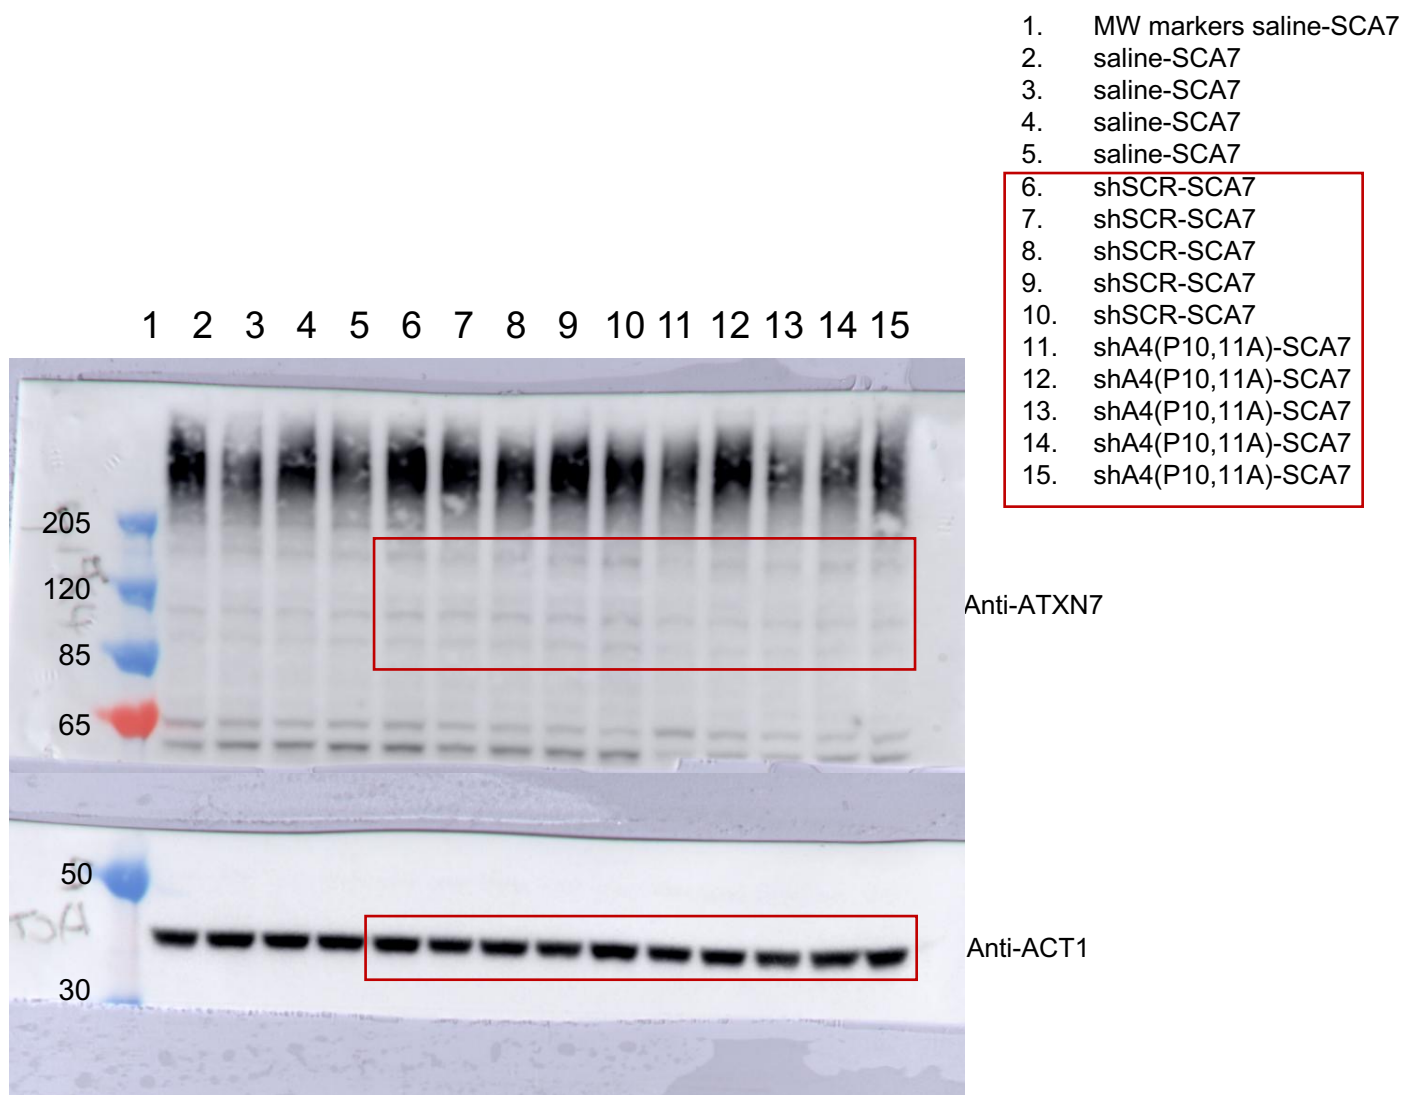

**Supplementary Figure S12. Uncropped western blot images of Fig. 4B right panel showing ATXN7 and ACT1 expression in the cerebellum.**

Note: one western blot membrane was cut in two horizontal pieces for two immunodetections.

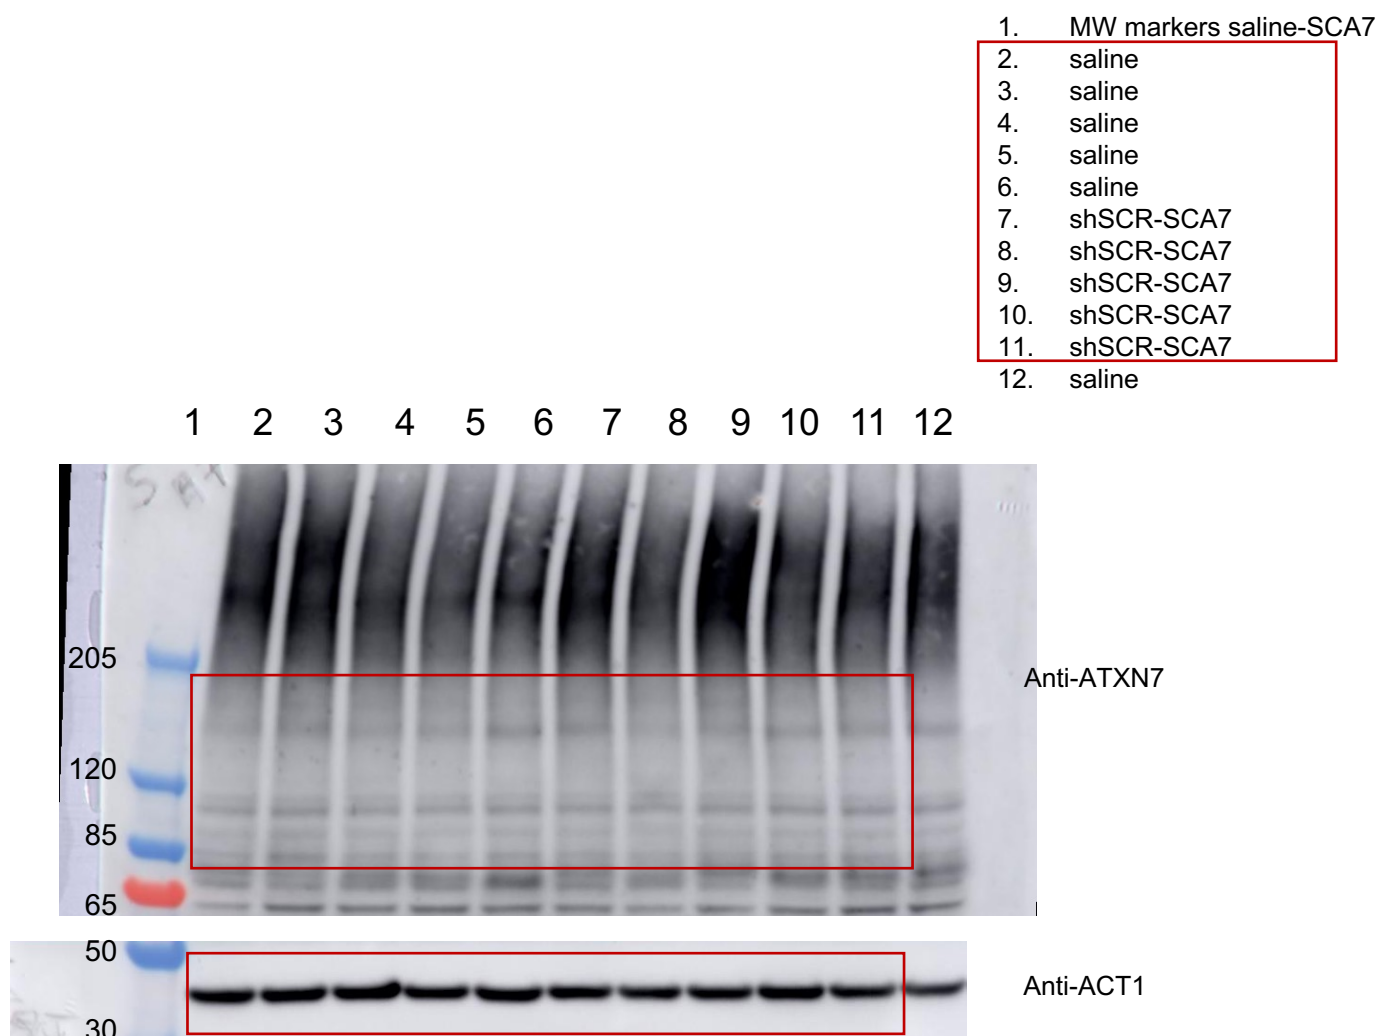

**Supplementary Figure S13. Uncropped western blot images of Suppl. Fig. S2A showing ATXN7, and ACT1 expression in the cerebellum.**

Note: one western blot membrane was cut in two horizontal pieces for two immunodetections.

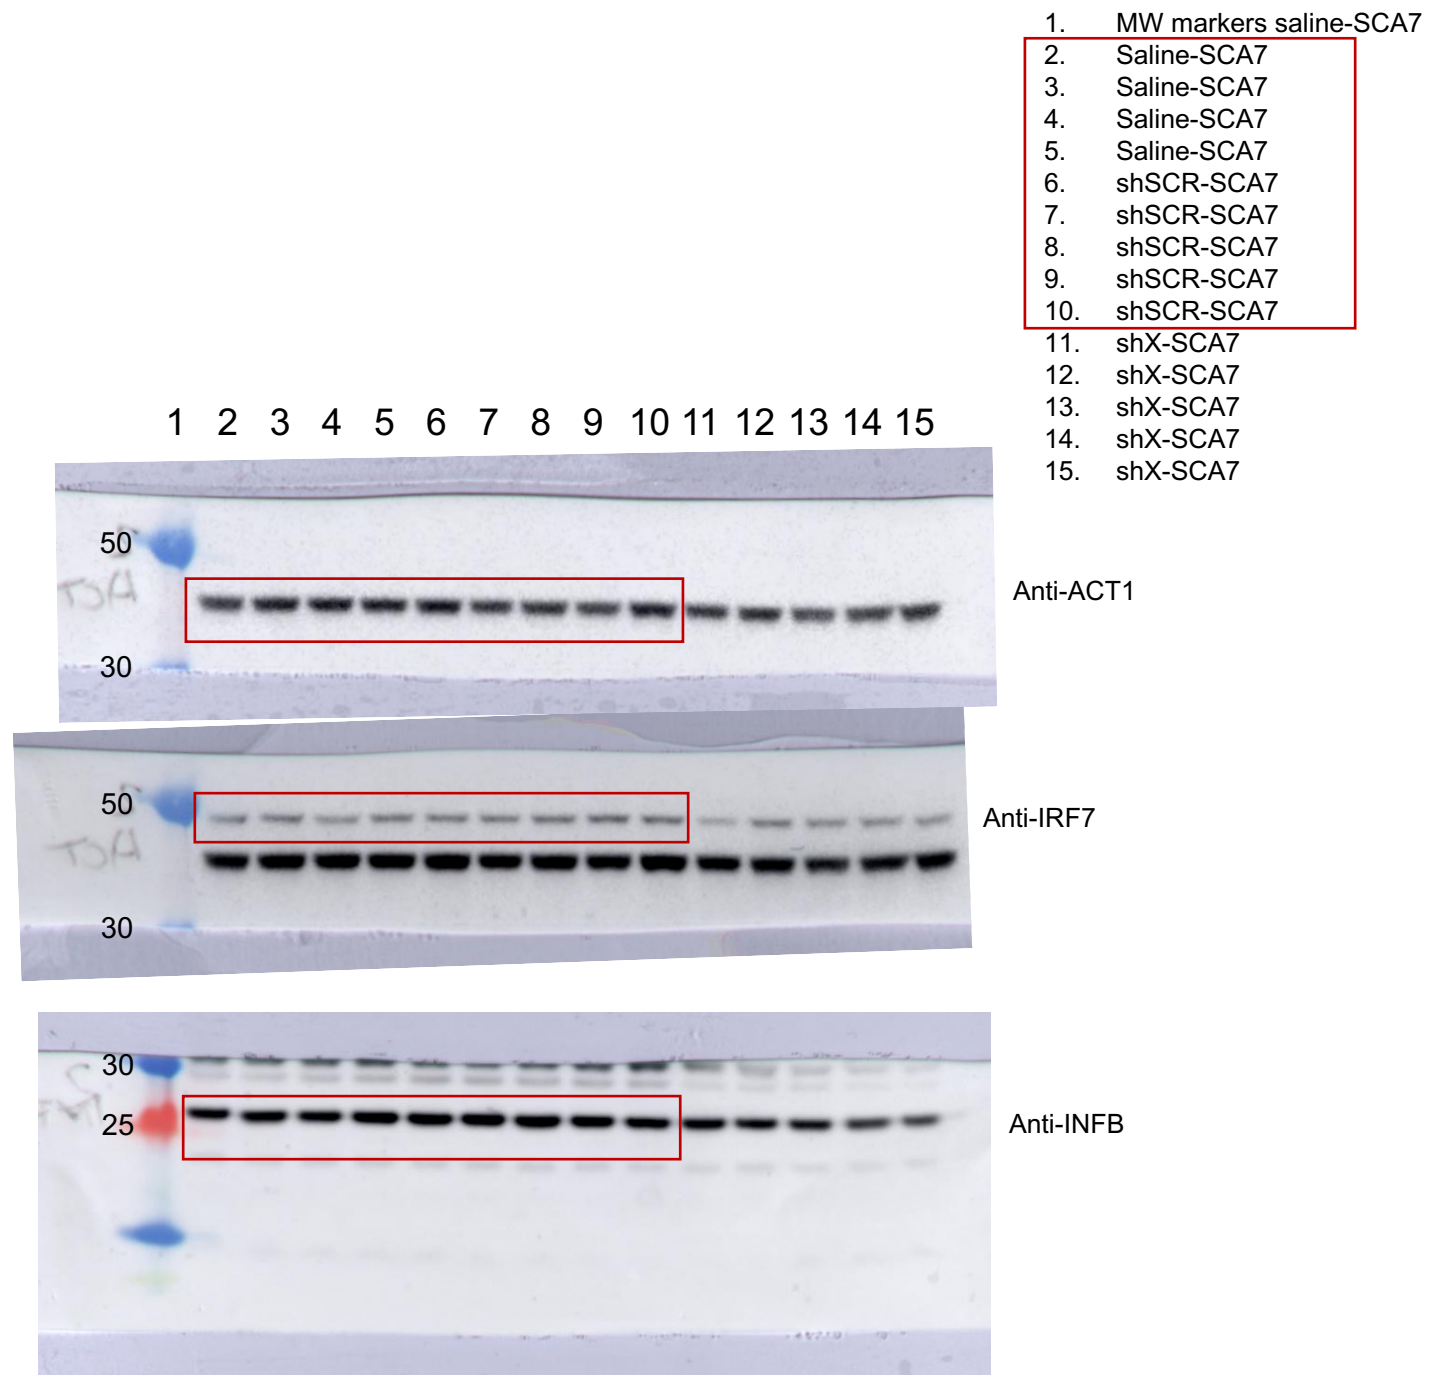

**Supplementary Figure S14. Uncropped western blot images of Suppl. Fig. S2C showing ACT1, IRF7 and INFB expression in the cerebellum.**

Note: one western blot membrane was cut in two horizontal pieces for three immunodetections.

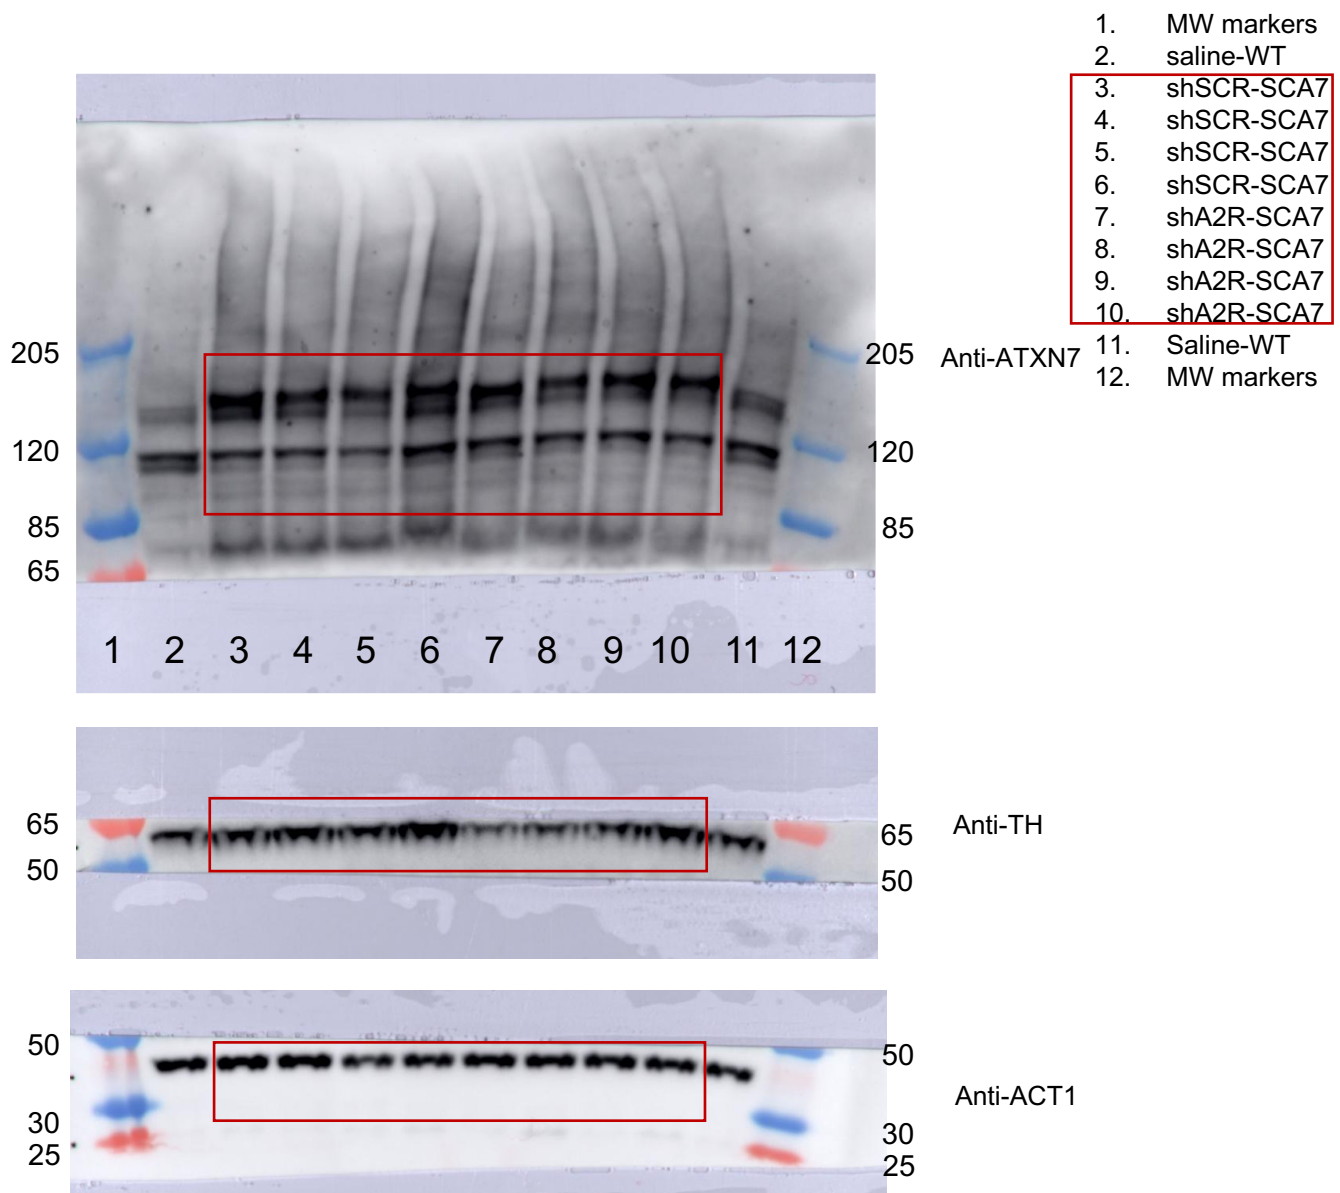

**Supplementary Figure S15. Uncropped western blot images of Suppl. Fig. S3A showing ATXN7, TH and ACT1 expression in the hippocampus.**

Note: one western blot membrane was cut in three horizontal pieces for three immunodetections.

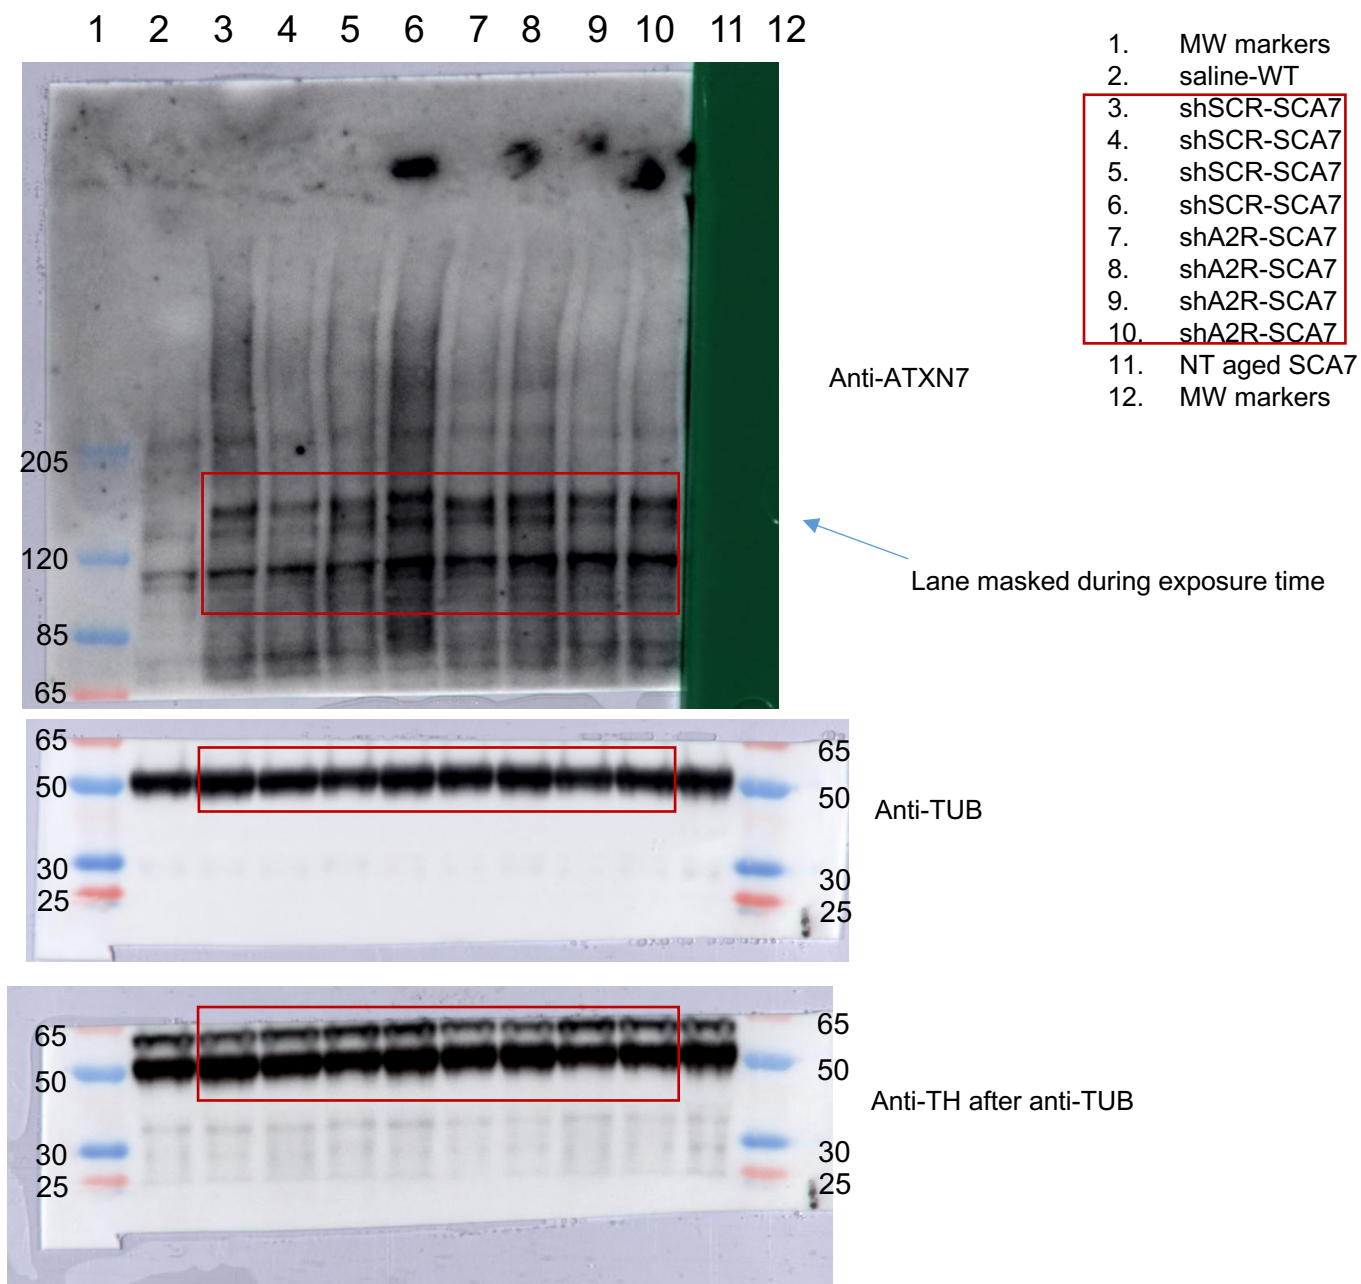

**Supplementary Figure S16. Uncropped western blot images of Suppl. Fig. S3B showing ATXN7, TUB and TH expression in the striatum.**

Note: one western blot membrane was cut in two horizontal pieces for three immunodetections.

1. MW markers saline-SCA7
2. Saline-SCA7
3. Saline-SCA7
4. Saline-SCA7
5. Saline-SCA7
6. shSCR-SCA7  $1.5 \times 10^{12}$
7. shSCR-SCA7  $1.5 \times 10^{12}$
8. shSCR-SCA7  $1.5 \times 10^{12}$
9. shSCR-SCA7  $1.5 \times 10^{13}$
10. shSCR-SCA7  $1.5 \times 10^{13}$
11. shSCR-SCA7  $1.5 \times 10^{13}$
12. shSCR-SCA7  $1.5 \times 10^{13}$

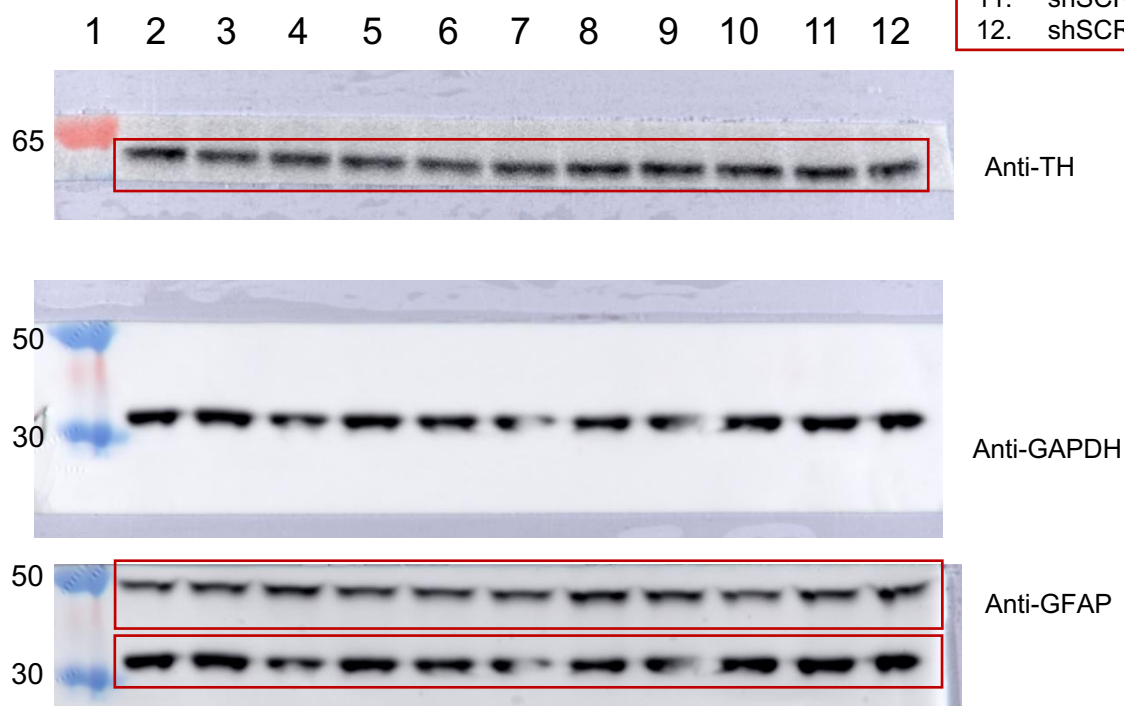

**Supplementary Figure S17. Uncropped western blot images of Suppl. Fig. S4B showing TH, GFAP and GAPDH expression in the cerebellum.**

Note: one western blot membrane was cut in three horizontal pieces for three immunodetections.

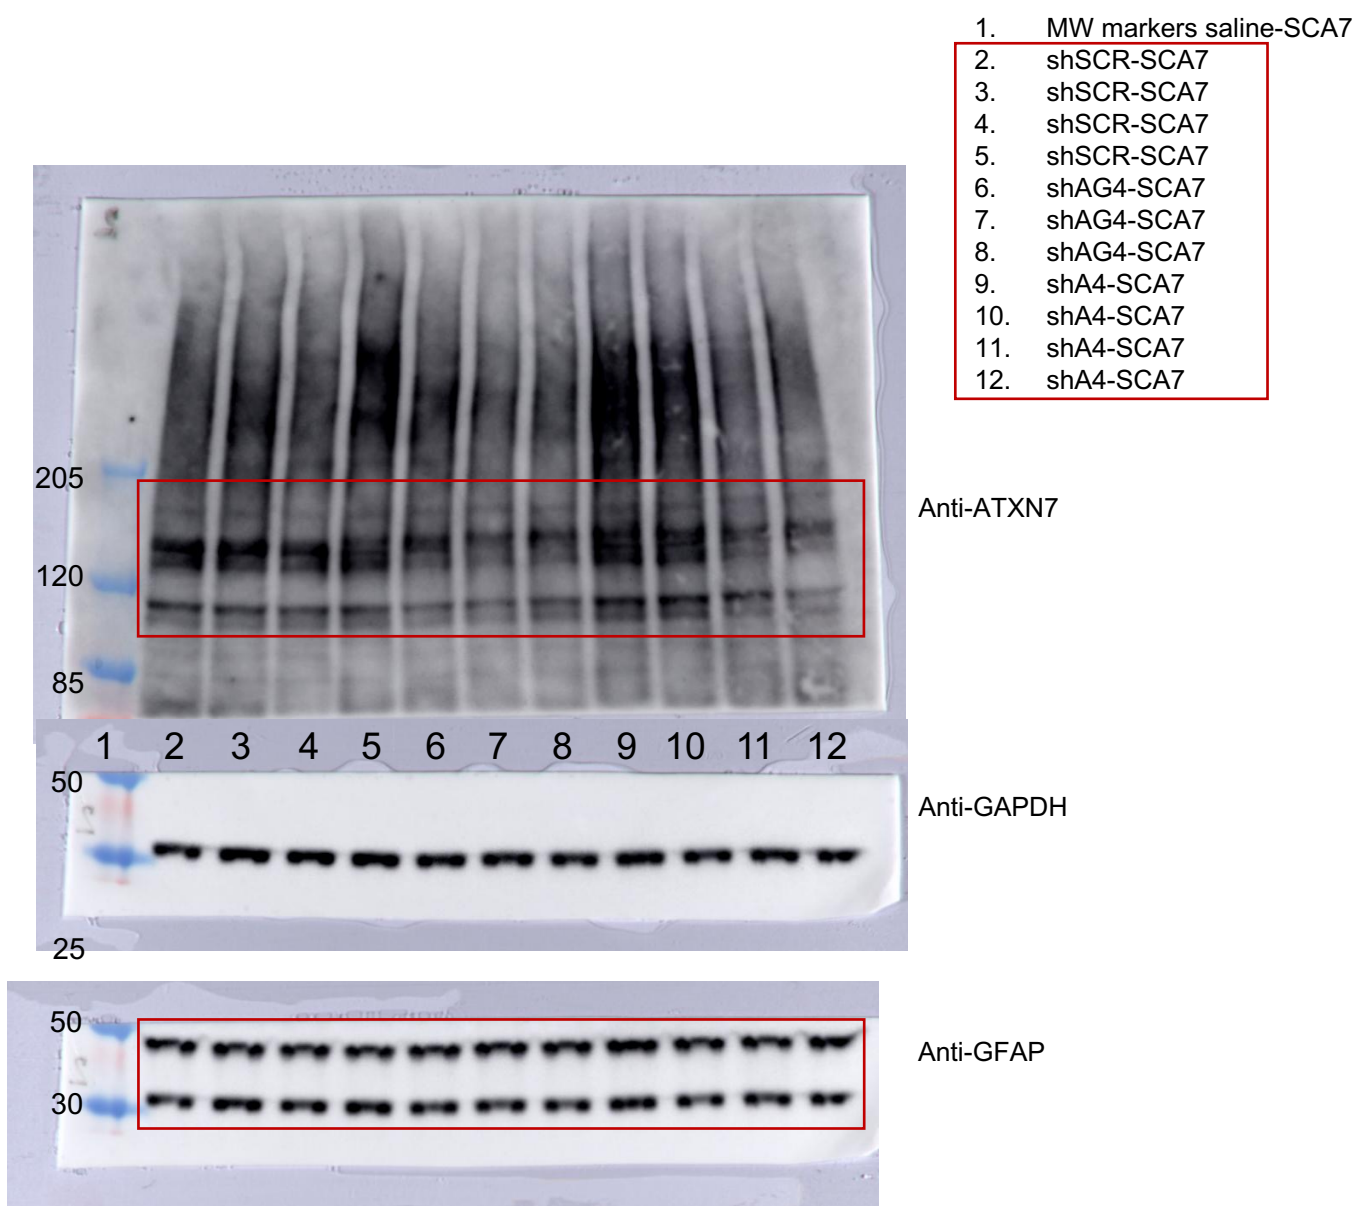

**Supplementary Figure S18. Uncropped western blot images of Suppl. Fig. S5 left panel showing ATXN7, GFAP and GAPDH expression in the hippocampus.**

Note: one western blot membrane was cut in two horizontal pieces for three immunodetections.

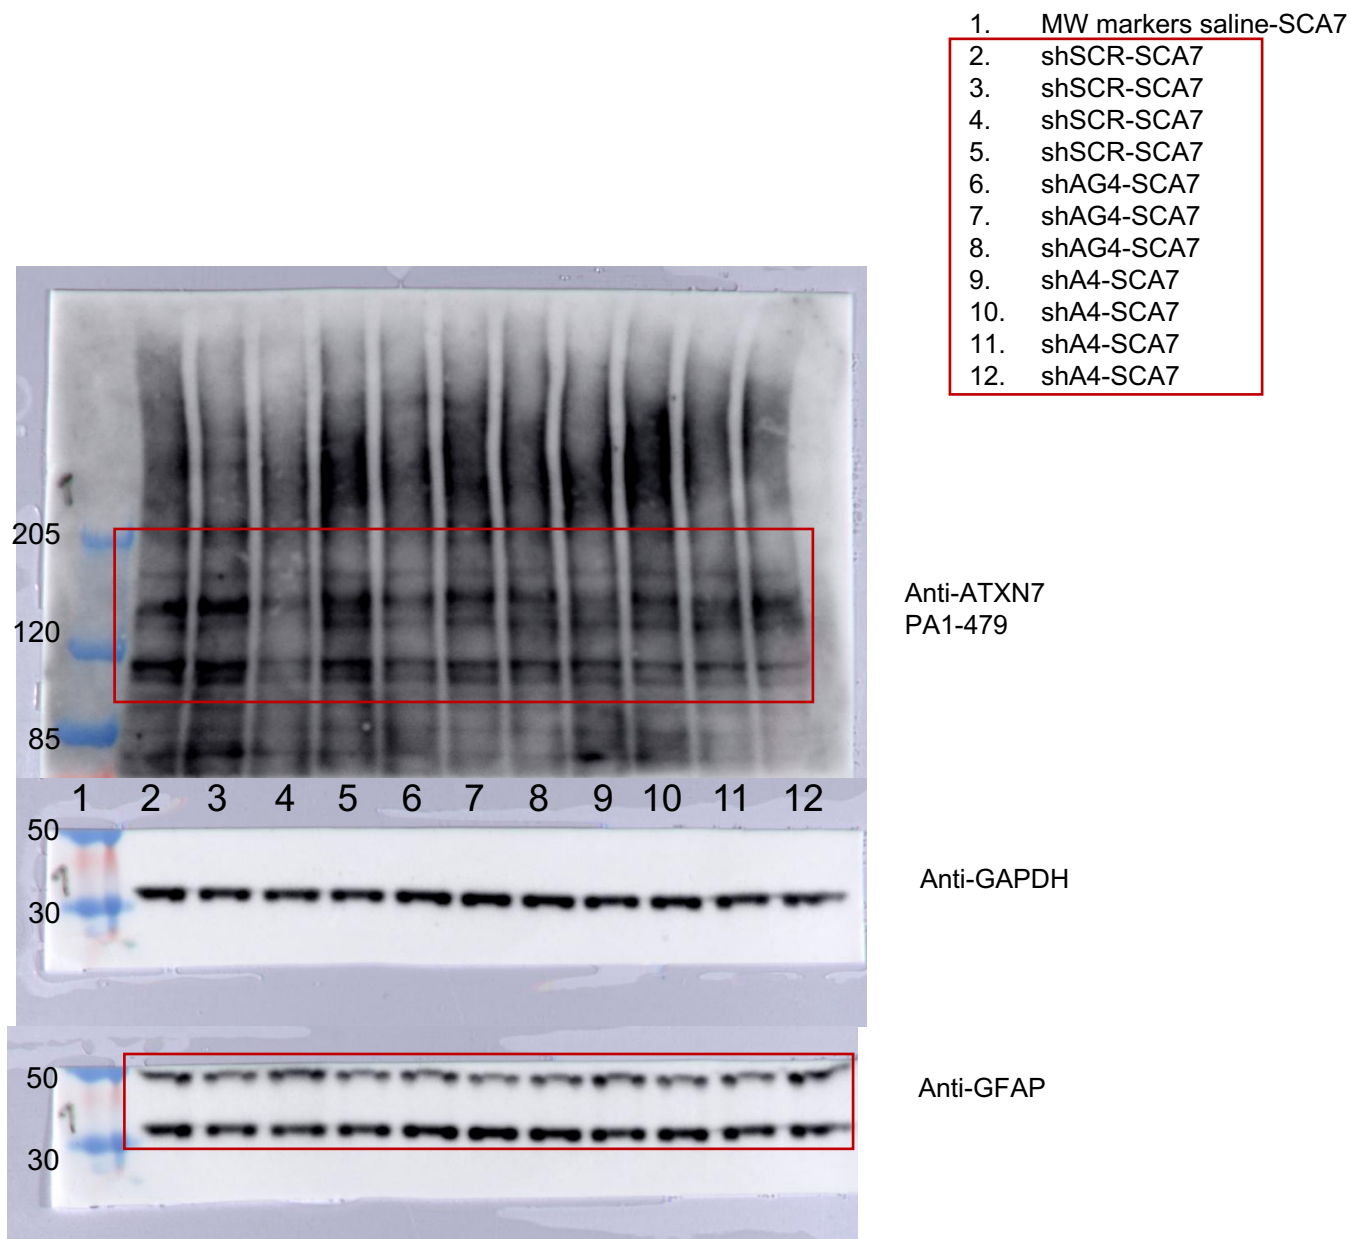

**Supplementary Figure S19. Uncropped western blot images of Suppl. Fig. S5 right panel showing ATXN7, GFAP and GAPDH expression in the striatum.**

Note: one western blot membrane was cut in two horizontal pieces for three immunodetections.

How the deposited data were processed for this re-analysis (not part of the article)

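The authors sequenced the cerebellar RNA of 20 mice, with 1 cerebellum per library. The early libraries come from 3 WT mice given AAV-shA4 and 3 untreated WT mice, and the late libraries from 5 SCA7 mice given AAV-shA4, 5 SCA7 mice given AAV-shSCR and 4 untreated WT mice. Conditions were taken from the labels of the deposited samples. The libraries are stranded and hold single reads of 50 bases from polyadenylated RNA. For the deposited table the authors trimmed the first base of each read and removed adapter, polyA and low-quality sequence with cutadapt, dropping reads shorter than 40 bases. They removed reads of ribosomal RNA with bowtie, mapped the others to the mouse genome (build GRCm38) with STAR, and counted them on the genes of Ensembl release 102 with HTSeq. The counts deposited by the authors are raw reads per gene, made by this trimming, filtering, mapping and counting without normalization, for 55401 genes in each library. The values were checked to be whole numbers with a different total in each library. It was used as deposited, and reads were not mapped again here. The strand setting of the counting is not stated.

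Gene symbols, types, positions, transcript lengths and GC content were taken from GENCODE release M21, which has 55141 of the genes in the table and lacks 260, and these 260 were left out. The tests cover the 21897 genes that are protein-coding in this release, or those of them with enough reads. For the transcripts, the longest run of CAG and the sites complementary to at least 20 nt of the antisense strand of A2 or A4 were searched on the sense strand of 141767 sequences. A gene was counted as a CAG gene when 1 of its transcripts holds at least 6 CAG in a row, with 5 and 8 as alternatives. The repeat length of the mutant allele is not in this reference. Of the genes with an A4 site, Stc1 is reported here, and another result of this search is not reported here.

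Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main analysis used edgeR's TMM normalization, filterByExpr (minimum count 10, minimum total 15) and the quasi-likelihood test without robust estimation. The 6 early libraries were fitted together, and so were the 14 late libraries, with contrasts for each SCA7 group against WT mice and for the SCA7 groups against each other. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in a contrast. A gene was called when its adjusted p was under 0.05 and its fold change in either direction was above 1.3, the limits of Tables S2 and S3. Genes called with AAV-shSCR and not with AAV-shA4, both against WT mice, were counted as restored. For a gene with at most 3 counts in every library of a group, a lower bound of the fold change was computed against 3 counts. Normalized counts are given as CPM with TMM, the SD is that between mice, and permutation tests were run on log2 of CPM with 0.1 added. The 3-digit numbers and replicate numbers in the labels do not pair the mice, so no pairing was used.

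Gene lists were tested with limma's camera (correlation 0.01), with camera under an estimated correlation, and with fry, and adjusted over 16 lists in each contrast. The lists cover PCs, the PC genes named by the paper, granule cells, Bergmann glia and astrocytes, oligodendrocytes, microglia, motile cilia and ependyma, choroid plexus, blood, clock output, clock genes in the opposite phase, immediate early genes, interferon response, MHC class II and T cells, sex-linked genes and genes of polyglutamine diseases. They were written from general knowledge. The lists of cilia, clock, immediate early and interferon genes were written after reading Tables S2 and S3, leaving out the genes of these tables, and the MHC list follows the note under Table S2. Genes with CAG runs were tested in the same way with unadjusted p.

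The named genes are the 8 that the paper names for its RNA-seq, Atxn7, 4 genes of the safety analysis (Th, Gfap, Irf7 and Ifnb1) and 6 genes of the note under Table S2. To these were added, in each comparison, the 3 called genes with the largest positive and the 3 with the largest negative fold change whose groups do not overlap. Of the named genes, Ifnb1 could not be tested in either fit, with 0 counts in each library, nor Lck in the early fit, with 7 to 43 counts. The gene set enrichment of the paper, its cell-type lists, and its behavioural, histological and protein data were not analysed here.

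Reads counted on genes range from 36245752 to 49212593 in the early and from 31465586 to 54570503 in the late libraries. Mice of one condition differ by more than counting noise, with a chi-squared per degree of freedom of 4.72 to 22.7 over 32 pairs, so that the spread between mice limits the precision. The common biological coefficient of variation was 0.0729 in the early and 0.0790 in the late fit. The methods were tested on simulated data with 200 changed genes at the depth and spread of these libraries. In the early design 85% of genes changed by 1 and 68% of genes changed by 0.5 on the log2 scale were called, with 12 unchanged genes called. Simulated SCA7 groups with equal means gave 12 restored genes among 172 called with AAV-shSCR, and 0 genes called in the direct test. When the change with AAV-shA4 was set to 50% of that with AAV-shSCR, 99 genes were restored. In that case 128 genes passed the adjusted p in the direct test, counted without the fold-change limit, and the shift toward WT was 0.40. In 50 separate simulated experiments with equal means in both SCA7 groups, 680 to 781 genes were called with AAV-shSCR and 170 to 251 restored.

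Alternatives covered DESeq2 with and without the normal prior on fold changes, RLE size factors, no filter, the paper's filter on reads per kilobase, 1 fit on all 20 libraries, fits on 2 groups each, all genes, other fold-change limits, a replicate block, other definitions of a restored gene, and leaving out each mouse in turn. Libraries thinned to the lowest total, other groupings of the mice (at most 100 per comparison), random lists matched on expression, GC content and length, and simulated counts served as further tests.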

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

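The tests of time of day for the clock genes, and of cell composition and of AAV-shA4 in SCA7 mice for the oligodendrocyte genes, were chosen only after the result was seen. Relabelled groups were counted by the distance of a list's median from 0, a way of counting fixed after the counts in one direction were seen.

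In groups of 4 or 5 late mice, the gap between the highest or lowest mouse and its nearest neighbour, as a share of the group's range, was compared to Dixon's 95% limit. Of 114 groups tested, 8 passed the limit, and chance gives 5.7. With AAV-shA4, Htr1b was 22.9 CPM in replicate 3 and 18.7 to 19.9 CPM in the others (share 0.729), Kcnh3 was 1.07 CPM in replicate 1 and 0.355 to 0.544 CPM in the others (0.736), and Kcnip1 was 49.6 CPM in replicate 5 and 55.2 to 55.7 CPM in the others (0.912). Scn11a was 1.09 CPM in AAV-shSCR-treated replicate 3 and 0.380 to 0.542 CPM in the others (0.771), and in WT mice 0.0519 CPM in replicate 4 and 0.187 to 0.208 CPM in the others (0.868). Leaving out the mouse concerned changed no call of these 4 genes against WT mice. The mean score of a list's genes stood apart in 3 mice: granule cell genes in AAV-shA4-treated replicate 1 (−0.165 against −0.0181 to 0.0154, share 0.815), oligodendrocyte genes in AAV-shSCR-treated replicate 5 (−0.272 against −0.0898 to −0.0271, share 0.744), and microglia genes in AAV-shA4-treated replicate 2 (0.396 against −0.100 to 0.0142, share 0.769). The design gives no condition for single mice, so no biological explanation was tested, and the number of such mice is close to that given by chance.

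Lists outside the genes discussed by the paper were also singled out when both camera and fry passed an adjusted p of 0.05, a rule chosen after the list results were seen. The clock lists were written after reading Table S2, where Per2 is listed, and leave out the genes of that table, so they are not independent of it. In WT mice given AAV-shA4, the 11 clock output genes were all higher than in untreated mice, with a median log2 fold change of 0.301. Library depth, which separates these groups, is argued against by a median of 0.304 with all libraries thinned to equal totals. GC content and transcript length are argued against too, as 0% of 10000 matched random lists reached such a median. Of the 10 ways to divide the 6 mice into groups of 3, 1 (the real one) gave a median as far from 0, which is the smallest share this design allows. Clock genes of the opposite phase had a median of −0.0582, with 3 of 4 lower. Of matched lists 2.47% were as far out, and so were 4 of the 10 divisions of the mice, the real one included, with medians down to −0.136. Sacrifice of the 2 groups at different times of day would lower these genes, but 4 genes that do not all go the same way, with a median that other divisions exceed, do not decide it. The time of sacrifice is not given per mouse, so time of day and AAV-shA4 treatment cannot be told apart for the clock genes. The median of the clock output list was 4.93e-05 between SCA7 mice given AAV-shA4 and AAV-shSCR.

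In the same mice, 17 of 20 oligodendrocyte genes were lower, with a median log2 fold change of −0.116, which stayed at −0.118 after thinning to equal totals and was reached by 0% of matched lists. As before, 1 of 10 divisions of the 6 mice gave a median as far from 0, so a random difference between mice cannot be excluded. If AAV-shA4 lowered these genes in any mouse, they would be lower in SCA7 mice given AAV-shA4 than in those given AAV-shSCR. They were higher there in 17 of 20 genes, by a median of 0.0885, while relabelled mice gave −0.092 to 0.12. A decrease of the early size was thus not seen in SCA7 mice. This cannot decide, because these genes start lower in SCA7 mice (median −0.254 with AAV-shSCR against WT mice), so that a shift toward WT could hide a decrease. The difference also leans on AAV-shSCR replicate 5, with a score of −0.272 against −0.0898 to −0.0271 in the others of its group. An effect of AAV-shA4, an effect of the AAV and a difference in the dissected tissue remain open for this list.

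In the late libraries, 18 of 20 oligodendrocyte genes were lower in AAV-shSCR-treated SCA7 mice than in WT mice (median −0.254) and 15 of 20 in AAV-shA4-treated SCA7 mice (median −0.179). Without AAV-shSCR replicate 5, the mouse that stood apart, the former median was −0.205. Bergmann glia and astrocyte genes were lower in 14 of 16 genes in both groups, by medians of −0.150 and −0.120. After thinning, the 4 medians were −0.249 and −0.181 for oligodendrocytes and −0.142 and −0.121 for Bergmann glia and astrocytes. Of matched lists, 0% reached the 2 oligodendrocyte medians and that of Bergmann glia with AAV-shSCR, and 0.03% that of Bergmann glia with AAV-shA4. Among 100 groupings of the mice compared, 1 and 1 gave an oligodendrocyte median as far from 0 with AAV-shSCR and AAV-shA4, against 2 and 6 for Bergmann glia and astrocytes. Chance is therefore not excluded for the latter list with AAV-shA4.

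A lower share of non-neuronal cells in the dissected tissue would lower microglia and oligodendrocyte genes together. The microglia score minus the oligodendrocyte score was higher by 0.480 in AAV-shSCR-treated SCA7 mice, with all 5 mice above all 4 WT mice (exact permutation p = 0.00794, the smallest that 5 against 4 mice allow). This test cannot decide, because the difference contains the oligodendrocyte decrease itself. Microglia genes alone had a median of 0.115, with 14 of 19 higher and 25 of 100 groupings as far from 0. Bergmann glia and astrocyte genes, also non-neuronal, were lower. A lower share of non-neuronal cells therefore stays open. Another candidate explanation is that SCA7 lowers oligodendrocyte transcripts, a hypothesis found on the same mice. The AAV stays open beside the genotype, since no late SCA7 mice without AAV and no late WT mice with AAV were sequenced, and so do differences in the white matter of the dissected tissue. With an estimated correlation between genes none of these 4 late results passed camera, with adjusted p from 0.132 to 0.298 in limma. Table S3 holds 6 genes of the oligodendrocyte list and 1 of the Bergmann glia list.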

How the results depend on the processing

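The comparisons, tests, limits, gene lists and alternatives were chosen before the data were examined, except for DESeq2 with the normal prior and all 20 libraries in one fit, which was chosen after seeing the values. The lists of clock, cilia, immediate early, interferon and MHC genes were written before the counts were seen but after reading Tables S2 and S3 or their notes, which come from the same libraries, and the list of PC genes named by the paper was chosen by it on these libraries. No test in this part was otherwise chosen only after the result was seen.

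Between AAV-shA4-treated and untreated WT mice, edgeR called 8 genes. The number rose to 48 with DESeq2 without shrinkage, 26 without a filter on low counts, 20 with all 20 libraries in one fit, 16 with all genes in place of protein-coding genes, and 41 with the setting chosen after seeing the values. All 8 genes were called in the settings with 48, 26 and 16 genes, and 5 of them in those with 20 and 41. Leaving out 1 mouse gave from 1 gene (without AAV-shA4 replicate 2) to 41 (without AAV-shA4 replicate 3), with 4 and 2 without untreated replicates 2 and 3. The number was 6 with DESeq2's normal prior, 8 with RLE size factors, 9 with the filter on reads per kilobase, 10 without a fold-change limit and 8 with a fold-change limit of 1.5. More genes are tested without the filter or with all genes. For the other settings the cause was not tested.

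For the late mice, DESeq2's normal prior called 281 genes with AAV-shSCR and 260 with AAV-shA4, in place of 586 and 501, and with all 20 libraries in one fit 384 with AAV-shSCR. The prior shrinks fold changes by construction, so fewer pass a fixed limit, and all 281 were among the 586. Without a fold-change limit the numbers were 2309 and 2018, and with a fold-change limit of 1.5 279 and 226. In the direct comparison of AAV-shA4 and AAV-shSCR, 0 genes were called (1222 at an unadjusted p under 0.05). DESeq2 called 5 genes without shrinkage, 2 with the prior (Hapln1 and C1ql3), and 5 with the prior and all 20 libraries. The latter include Lmo3, named after its value was seen, and the cause was not tested.

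Restored genes fell from 202 to 69 with DESeq2's normal prior, of which 30 were shared, and to 114 with all 20 libraries in addition, of which 75 were shared. They numbered 835 without a fold-change limit, 115 with a fold-change limit of 1.5, 102 when the tested genes of Table S3 took the place of the genes called here with AAV-shSCR, and 0 when a call in the direct test was required (57 of the 202 at an unadjusted p under 0.05). Leaving out 1 mouse gave 130 (without AAV-shSCR replicate 4) to 258 (without AAV-shA4 replicate 1), and 131 without WT replicate 1. Genes called with AAV-shA4 only fell from 117 to 48 with the prior and to 62 with a fold-change limit of 1.5, and rose to 544 without a limit. Apart from the limits and the prior, which act by construction, the cause was not tested.

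With RLE size factors, no filter, the filter on reads per kilobase, all 20 libraries in one fit and fits on 2 groups each, the late numbers stayed within 1.5 times of those reported. They ranged from 586 to 618 with AAV-shSCR, 451 to 514 with AAV-shA4, 202 to 251 for restored genes and, in the settings with a filter, 89 to 124 for genes called with AAV-shA4 only. With all genes they rose to 730, 628 and 275 for the former 3, also within 1.5 times. Leaving out 1 mouse gave 492 to 638, 439 to 551, 0 in the direct test, and 93 to 162 for AAV-shA4 only. The shift toward WT stayed positive, at 0.038 to 0.077.

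Of the 16 gene lists, camera called 10 in the early comparison, 5 with AAV-shSCR, 5 with AAV-shA4 and 5 in the direct one. Under an estimated correlation these were 0, 2, 2 and 0, and under fry 2, 5, 6 and 0. A correlation between the genes of a list widens its error by construction. Across the fits that each left out 1 mouse, camera called 4 (without AAV-shA4 replicate 3) to 11 lists early, 5 to 10 (without WT replicate 1) with AAV-shA4, and 4 to 8 (without AAV-shSCR replicate 3) in the direct comparison.

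Using the replicate number as a replicate block, although the numbers do not pair the mice, gave 37 genes early, 547 with AAV-shSCR, 478 with AAV-shA4 and 0 in the direct test, with 186 restored genes. Residuals of mice with the same number correlated above 0.1 in 1 of 3 early pairs, 1 of 4 and 2 of 4 pairs against WT mice and 0 of 5 in the direct comparison. The block changed no other number by more than 1.5 times.

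Values near 0 changed their sign. The median of CAG genes in the early comparison was 0.0011 with runs of at least 6 CAG, −0.0097 with at least 8, and −0.014 to 0.017 across the fits that each left out 1 mouse. The latter range was −0.0024 to 0.014 for CAG genes with AAV-shSCR, −0.028 to 0.074 for Atxn7 early and −0.037 to 0.019 for Atxn7 with AAV-shA4. Counting all of the above, 15 results had 295 values under the alternatives, of which 242 kept their side of the limit, 24 lost it, 20 gained it and 9 changed direction. For 12 gene lists, 146 values kept their side and 22 lost it. For the named genes, 1035 of 1124 values kept their side, 68 lost it, 15 gained it and 6 changed direction.

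With all libraries thinned to the lowest total of their fit, 8, 559 and 489 genes were called, 180 were restored and 110 were called with AAV-shA4 only. Depth limits genes with few reads, such as Stc1, for which a difference of the size seen was not detectable.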

Differences from the paper's values

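DESeq2 with the normal prior and all 20 libraries in one fit was chosen after seeing the values, and each sentence that gives its value says so. No other test was chosen only after the result was seen.

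For WT mice given AAV-shA4 the paper reports 36 DEGs, and 8 were called here. Of the alternatives set before the data were examined, DESeq2 without shrinkage (48), no filter on low counts (26), leaving out AAV-shA4 replicate 3 (41) and the replicate block came within 1.5 times of the paper's value. The former 3 called 27, 18 and 12 of the genes of Table S2. DESeq2's normal prior (6), RLE size factors (8), the filter on reads per kilobase (9), all 20 libraries in one fit (20), all genes (16), no fold-change limit (10) and the higher limit (8) did not. DESeq2 with the prior and all 20 libraries, chosen after seeing the values, called 41 genes, 31 of them in Table S2.

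The paper's 115 up-regulated genes in AAV-shSCR-treated SCA7 mice compare to 200 here. A fold-change limit of 1.5 gave 98, and none of the other alternatives set before the data were examined closed the gap. DESeq2 with the prior and all 20 libraries, chosen after seeing the values, gave 113.

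Several log2 fold changes of Tables S2 and S3 are closer to 0 than those found here, and none of the alternatives set before the data were examined closed these gaps, apart from Ccdc153. With AAV-shSCR the paper's value and that found here were −1.12 and −2.44 for Ostn, −0.95 and −2.37 for Kcnh3, 0.42 and 1.83 for Cst7, 0.49 and 1.84 for Scn11a, and −0.99 and −1.47 for Th. With the prior and all 20 libraries, chosen after seeing the values, these 5 genes had −1.10, −1.04, 0.36, 0.42 and −1.02.

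With AAV-shA4, the paper's value and that found here were −0.88 and −2.08 for Kcnh3, −1.43 and −2.00 for Myo15, −1.50 and −1.99 for Car9, 0.75 and 1.80 for Il12rb1, and −1.02 and −1.53 for Th. With the prior and all 20 libraries, chosen after seeing the values, these were −0.96, −1.42, −1.59, 0.65 and −1.06, and none of the alternatives set before the data were examined closed the gap. In the early comparison they were 0.60 and 0.89 for Per2, 0.50 and 1.79 for Rgs22, and 0.51 and 1.77 for Ccdc153. DESeq2's normal prior gave 0.45 for Ccdc153, and with all 20 libraries in addition, chosen after seeing the values, the 3 genes had 0.56, 0.53 and 0.58.

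For 4 values no setting closed the gap. Gm4131, at −0.45 in the paper, was at least 4.19-fold lower with AAV-shSCR here, a bound of −2.07 on the log2 scale. Irf7 was 0.59 with AAV-shSCR and 0.47 with AAV-shA4 in the paper, and 1.11 and 0.92 here. Lcn2 was −0.79 in the paper and −5.05 here in the early comparison.

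The text describes the DEGs of WT mice given AAV-shA4 as downregulated. Of the 8 called here 7 were higher, as were 28 of the 36 genes in the paper's Table S2. Without AAV-shA4 replicate 3 the balance of the called genes was reversed, with 18 higher and 23 lower. The text also states an upper bound for the fold changes of these DEGs, which 1 gene of Table S2 exceeds slightly (the paper's 1.73 for Lcn2). Several genes called here exceed it in either direction. Among them are Col6a5, Rgs22, Ccdc153, Per2 and Eps8l1, with log2 fold changes of 3.35, 1.79, 1.77, 0.89 and −0.78.

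The paper counts Scn4b, Htr1b, Calb1, Kcnma1 and Mtss1 among the genes whose deregulation was no longer significant in SCA7 mice given AAV-shA4, and all 5 were called here against WT mice, with log2 fold changes of −0.39 to −0.41. They were not called with DESeq2's normal prior (−0.35 to −0.37) or without AAV-shA4 replicate 1. With all 20 libraries in addition to the prior, a setting chosen after seeing the values, they were not called either. Htr1b and Kcnma1 also lost their call without AAV-shA4 replicate 2, Scn4b without replicate 4, and Htr1b, Calb1 and Mtss1 without replicate 5. Without a WT mouse, Scn4b and Htr1b (replicate 1), Calb1, Kcnma1 and Mtss1 (replicate 2) and Kcnma1 (replicate 3) lost it, and so did Mtss1 with the replicate block.

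Of the genes that Table S3 gives as not significant with AAV-shA4, 93 were restored here. Among the settings this ranged from 49 with DESeq2's normal prior to 104 without AAV-shA4 replicate 5, and was 101 with the prior and all 20 libraries, chosen after seeing the values. Of the 426 genes of Table S3, 420 were called here with AAV-shSCR, 422 with DESeq2 without shrinkage, 421 with all 20 libraries in one fit and 423 without AAV-shA4 replicate 1. Fewer were called with a fold-change limit of 1.5 (232) and with DESeq2's normal prior (280), and with the prior and all 20 libraries, chosen after seeing the values, 374. Leaving out 1 mouse gave as few as 376 (without WT replicate 1).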

Other observations

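The tests of CAG genes in WT mice, of ciliary genes in SCA7 mice, of choroid plexus and of the AAV for interferon genes were chosen only after the result was seen, and so were the relabellings for PolyQ, immediate early and PC signature genes.

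The calls against WT mice were compared to other groupings of the same mice. For AAV-shA4-treated against untreated WT mice, 1 of 10 divisions gave 8 or more genes (the real one; the others gave 0 to 7), the smallest share that 3 against 3 mice allow. For AAV-shSCR-treated and AAV-shA4-treated SCA7 mice against WT mice, 1 of 100 groupings each gave as many genes, the others at most 303 and 291. The PC list had a median as far from 0 in 1 of 100 groupings for either SCA7 group, which argues against a random difference between mice.

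For the 2 treatments of SCA7 mice, 100 relabellings of the 10 mice were compared. In 11 of them at least 1222 genes had an unadjusted p under 0.05, in 8 at least 202 genes were restored (median of the others 141), in 73 at least 117 genes were called in the first group only, and in 16 the shift toward WT was as large (median of the others 0.031). The PC list was as far from 0 in 51 and the PC signature in 29 of 100. A random difference between mice is therefore not excluded for these results.

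Restored genes were also counted in 50 simulated experiments in which both SCA7 groups had the same means. In 45 of them 202 or more genes were restored, with a range of 170 to 251, so sampling noise alone may give such a number. The simulations called more genes with AAV-shSCR (680 to 781) than the real mice (586). As a share of these, 24.3% to 33.4% were restored in simulations and 34.5% in the real mice, and the shift was 0.031 to 0.054 against 0.059, so 0 of 50 experiments reached either value. Genes were drawn independently in the simulations, which the relabellings do not assume. Sampling noise and an effect of AAV-shA4 cannot be told apart for the number of restored genes, because their number and their share of the calls point different ways.

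Fold changes of both SCA7 groups against WT mice correlated across genes with r = 0.727. The shared WT mice alone gave at most 0.584 in simulations of unchanged groups, which argues against them as the whole cause. Simulations with equal means in both SCA7 groups gave 0.845 to 0.865.

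The cilia list was written after reading Table S2 and leaves out the genes of that table. Its 29 tested genes were higher in WT mice given AAV-shA4 (median 0.537, 25 of 29 genes), with 16 genes at an unadjusted p under 0.05, 0 adjusted over all genes and 12 adjusted over the list alone. Thinning to equal totals left a median of 0.522, 0% of matched lists reached it, and 1 of 10 divisions of the mice did. If AAV-shA4 raised ciliary genes, they would be higher in SCA7 mice given AAV-shA4 than in those given AAV-shSCR. The median was 0.182 there, with 19 of 29 higher and 0% of matched lists as far out, but 27 of 100 relabellings of the mice were. More choroid plexus in the dissected tissue would raise the cilia score with the choroid plexus score. Among late mice of one condition the slope was 0.0889 (standard error 0.0632, upper 95% limit 0.230). That limit gives at most 0.263 of the early difference of 0.512 in the cilia score, and the choroid plexus score was lower with AAV-shA4, by −0.175. An effect of AAV-shA4 on ciliary genes and a difference in dissected tissue cannot be told apart, as 3 mice per group are too few and ependyma outside the choroid plexus was not measured.

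Genes with at least 6 CAG in a row were lower with AAV-shA4 than with AAV-shSCR in SCA7 mice, by a median of −0.0206, with 106 lower and 65 higher (p = 0.0107 by camera, 0.0470 with an estimated correlation and 0.0207 by fry). Singly, 21 of them had an unadjusted p under 0.05 and 0 an adjusted one. Of 100 relabellings 3 were as far from 0, of matched lists 0.04%, and thinning left −0.0217. These values argue against depth, GC content and length. A random difference between mice stays open, because the p-values are unadjusted and 17 lists were relabelled, 3 of which were reached by under 5% of relabellings. If AAV-shA4 lowered CAG transcripts in any mouse, WT mice given AAV-shA4 would show it too. Their median was 0.00112, within the range of matched lists (−0.020 to 0.013), with 87 higher and 84 lower. The other divisions of these 6 mice gave medians of −0.036 to 0.015, a spread wider than the difference seen in SCA7 mice. A small effect of AAV-shA4 on CAG transcripts may therefore exist, and it cannot be told apart from its absence with 3 WT mice per group. Against WT mice the medians were 0.0080 with AAV-shSCR and −0.012 with AAV-shA4, and none of the CAG genes called there (6 and 5) has an A4 site.

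The 9 polyglutamine disease genes, Atxn7 among them, were lower with AAV-shA4 than with AAV-shSCR by a median of −0.040 in 6 of 9 genes (adjusted p = 0.347 by limma's camera and 0.706 by fry). Of 100 relabellings 1 was as far from 0, and 3.68% of matched lists. Against WT mice the median was 0.032 with AAV-shSCR and −0.0089 with AAV-shA4, and 0.043 in early WT mice given AAV-shA4, in 6 of 9 genes higher. Immediate early genes were higher with AAV-shA4 than with AAV-shSCR by a median of 0.14 in 13 of 20 genes (adjusted p = 0.106 by limma's camera and 0.706 by fry), and 4 of 100 relabellings were as far from 0. Handling before death acts on such genes and is not given per mouse. These 2 lists were noticed among 17 lists, 3 of which were reached by under 5% of relabellings.

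Interferon response genes were higher with AAV-shSCR than in WT mice (median 0.391, 22 of 24 genes), with 7 of 100 groupings as far from 0, so a random difference between mice is not excluded. The AAV injection could raise them in place of the genotype. In WT mice given AAV-shA4 the median was 0.0988 in 18 of 22 genes, and 5.64% of matched lists were as far out. The AAV and the genotype cannot be told apart for these genes, since all late SCA7 mice received an AAV and the early mice were younger. With AAV-shA4 the median against WT mice was 0.33, and −0.083 in the direct comparison.

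The other lists are given as values, as medians of log2 fold changes in the early comparison, with AAV-shSCR against WT mice, with AAV-shA4 against WT mice and in the direct comparison. They were −0.060, −0.022, −0.13 and −0.057 for granule cells, 0.14, 0.12, 0.13 and 0.013 for microglia, −0.18, −0.14, −0.53 and −0.36 for choroid plexus, and −0.61, 1.28, 0.37 and −0.80 for blood. They were 0.67, 0.31, 0.35 and −0.14 for MHC class II and T cells, and 0.065, 0.092, 0.089 and 0.0049 for sex-linked genes. In the direct comparison all 16 choroid plexus genes were lower with AAV-shA4 (adjusted p = 0.000272 by limma's camera, 0.706 by fry and 0.747 with an estimated correlation), and 52 of 100 relabellings were as far from 0. Clock genes of the opposite phase were lower in 4 of 4 genes against WT mice, by −0.15 with AAV-shSCR and −0.22 with AAV-shA4 (adjusted p = 0.0178 and 0.00687 by limma's fry, 0.183 and 0.0651 by camera), with 1 of 100 groupings as far from 0 for each. The clock output list had −0.013 and 0.0094 in these comparisons.

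Th fell by 1.53 on the log2 scale with AAV-shA4 against WT mice, and its direct difference was −0.062. Gfap was −0.29 with AAV-shA4 against WT mice (adjusted p = 0.00727 from edgeR) and −0.15 in the direct test (adjusted p = 0.563 from edgeR), so the treatments are not shown to differ in it. Irf7 was 0.92 with AAV-shA4 (adjusted p = 0.00623 from edgeR) and −0.20 in the direct test, which did not pass the adjusted p. Between AAV-shA4 and AAV-shSCR Stc1, which has an A4 site, had a log2 fold change of 0.0021.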
